# Systemic blockade of ACVR2B ligands prevents chemotherapy-induced muscle wasting by restoring muscle protein synthesis without affecting oxidative capacity or atrogenes

**DOI:** 10.1038/srep32695

**Published:** 2016-09-26

**Authors:** T. A. Nissinen, J. Degerman, M. Räsänen, A. R. Poikonen, S. Koskinen, E. Mervaala, A. Pasternack, O. Ritvos, R. Kivelä, J. J. Hulmi

## Abstract

Doxorubicin is a widely used and effective chemotherapy drug. However, cardiac and skeletal muscle toxicity of doxorubicin limits its use. Inhibiting myostatin/activin signalling can prevent muscle atrophy, but its effects in chemotherapy-induced muscle wasting are unknown. In the present study we investigated the effects of doxorubicin administration alone or combined with activin receptor ligand pathway blockade by soluble activin receptor IIB (sACVR2B-Fc). Doxorubicin administration decreased body mass, muscle size and bone mineral density/content in mice. However, these effects were prevented by sACVR2B-Fc administration. Unlike in many other wasting situations, doxorubicin induced muscle atrophy without markedly increasing typical atrogenes or protein degradation pathways. Instead, doxorubicin decreased muscle protein synthesis which was completely restored by sACVR2B-Fc. Doxorubicin administration also resulted in impaired running performance without effects on skeletal muscle mitochondrial capacity/function or capillary density. Running performance and mitochondrial function were unaltered by sACVR2B-Fc administration. Tumour experiment using Lewis lung carcinoma cells demonstrated that sACVR2B-Fc decreased the cachectic effects of chemotherapy without affecting tumour growth. These results demonstrate that blocking ACVR2B signalling may be a promising strategy to counteract chemotherapy-induced muscle wasting without damage to skeletal muscle oxidative capacity or cancer treatment.

Cancer-related cachexia has been suggested to account for up to 20–30% of all cancer deaths^1^. In addition, decreased skeletal muscle mass is associated with increased toxicity of chemotherapy and impaired prognosis^2^. In contrast, maintenance of skeletal muscle mass predicts better response to treatment and survival^2^,^3^. Therefore, it is crucial to discover and develop effective strategies to counteract chemotherapy-induced muscle loss.

Doxorubicin is a widely used and effective anthracycline chemotherapeutic agent. Some of its most important antineoplastic effects are suggested to include prevention of DNA replication via DNA Topoisomerase II inhibition, DNA damage via formation of reactive oxygen species (ROS) and apoptosis (programmed cell death)^4^. However, doxorubicin has deleterious effects on several tissues other than tumour, which limits its clinical use. Particularly well-known side-effect is doxorubicin-induced cardiotoxicity^4^,^5^. Doxorubicin has also been shown to have adverse effects on skeletal muscle tissue: muscle weakness, fatigue, dysfunction and atrophy have been reported in both humans^4^,^6^ and animals^4^,^7^,^8^,^9^,^10^,^11^ after chemotherapy. The proposed cellular and molecular mechanisms for skeletal muscle toxicity, at least with high doses, include oxidative stress induced by doxorubicin accumulating into skeletal muscle, which may lead to contractile and mitochondrial dysfunction associated with activation of proteolytic and apoptotic signalling pathways^4^,^8^,^9^,^12^. Protein degradation pathways have been extensively studied in different muscle atrophy models and in human diseases^13^. In adults, muscle size is, however, regulated by the balance between protein synthesis and degradation^14^. Currently, the effect of doxorubicin on muscle protein synthesis is unknown.

Muscle size is negatively regulated by myostatin and activins that belong to the TGF-β superfamily of proteins^15^,^16^. They exert their effect through binding to their receptor activin receptor type IIb (ACVR2B)^17^. An often used strategy to prevent muscle loss in animal models is to block these ACVRIIB ligands by administration of a soluble ligand binding domain of ACVR2B fused to the Fc region of IgG (sACVR2B-Fc). This strategy has been shown to increase muscle mass effectively in mice^17^,^18^,^19^. In addition, sACVR2B-Fc treatment has been found to reverse cancer cachexia and prolong survival in different mouse models of cancer cachexia^20^,^21^. However, blocking ACVR2B ligands can also, depending on the context, have adverse effects^22^,^23^,^24^. It is not known whether sACVR2B-Fc administration could prevent doxorubicin-induced muscle atrophy without negatively altering muscle oxidative capacity.

The effects of blocking ACVR2B signalling on muscle growth in healthy mice have been shown earlier by us and others^19^,^25^. In the present study we investigated the effects of systemic doxorubicin administration alone or combined with sACVR2B-Fc treatment on skeletal muscle size and function and the underlying molecular mechanisms. For this purpose, five doxorubicin experiments were performed: 1–2) two four-week experiments, 3) a two-week experiment, 4) an acute 20 h experiment, and 5) a tumour experiment with doxorubicin treatment. The dose of doxorubicin was selected to mimic clinical doses used in humans. These studies demonstrate that doxorubicin induces muscle atrophy that is, at least in part, due to blunted skeletal muscle protein synthesis. We also showed that blocking ACVR2B signalling can counteract chemotherapy-induced muscle loss without further damage to skeletal muscle oxidative capacity or mitochondria. Importantly, sACVR2B-Fc administration did not affect tumour growth or the effect of doxorubicin on tumour growth.

## Results

### sACVR2B treatment prevents doxorubicin-induced skeletal muscle atrophy but not loss of fat

In the first experiments, mice were given a total cumulative dose of 24 mg/kg of doxorubicin (comparable to clinical dose^5^,^26^), or PBS, during the first two weeks of the experiment. In the four-week experiment, doxorubicin was not administered during the latter two weeks and thus the results represent more chronic effects of doxorubicin treatment. This doxorubicin administration resulted in marked decrease in body weight (Fig. 1a). The weight loss was most dramatic during the second week of doxorubicin administration and the reduced body weight was sustained after the cessation of doxorubicin administration (Fig. 1a). This was accompanied by a significant reduction in tissue masses of tibialis anterior (TA) and gastrocnemius muscles and epididymal fat pads determined upon euthanasia (Fig. 1b–e and Supplementary Fig. S1a–d). These findings were substantiated by dual-energy X-ray absorptiometry (DXA) analysis, which showed a significant decrease in lean mass and fat mass (Fig. 1f,g). sACVR2B-Fc treatment fully prevented the doxorubicin-induced decrease in body mass, lean mass and skeletal muscle weights and could even induce hypertrophy when compared to untreated healthy mice. However, sACVR2B-Fc treatment was unable to prevent the decrease in fat mass, which was even slightly exacerbated. Doxorubicin treated mice ate significantly less compared with the vehicle treated counterparts. sACVR2B-Fc treatment did not have any additional effect on feed consumption (Fig. 1h).

In line with skeletal muscle weights, doxorubicin treated mice tended (*P* = 0.075) to have decreased average muscle fibre cross-sectional area (CSA) in TA muscle (Fig. 2a,c) and fibre frequency curve shifted towards smaller fibres (Fig. 2b). This decrement was completely prevented by sACVR2B-Fc administration which resulted in significantly increased fibre size compared with both controls and doxorubicin treated mice (Fig. 2a–c).

### Blocking of the muscle loss prevents decrease in bone quality

To further investigate the potential positive effects of maintaining muscle mass during chemotherapy, bones were analysed as a downstream outcome of the treatments. DXA-analysis showed a decrement in bone mineral density (BMD) and in bone mineral content (BMC) in doxorubicin-treated mice when compared to controls, whereas sACVR2B-Fc prevented these adverse effects (Fig. 3a,b). Our association analysis using a computationally determined network^27^ showed that BMD and BMC at the end and the change in BMD and BMC are highly correlated to changes in lean mass as well as the end-measures of muscle mass and muscle fibre CSA (Fig. 3c–f).

### Doxorubicin administration resulted in chronic impairment of treadmill running capacity

Doxorubicin treated mice had significantly impaired maximal running performance in an incremental treadmill running test (Fig. 4). sACVR2B-Fc treatment did not have any effect on running performance.

### Doxorubicin induces muscle atrophy with only small alterations in proteolytic pathways

To investigate the factors that might contribute to doxorubicin-induced muscle atrophy and its reversal by sACVR2B-Fc, an acute experiment was conducted. Non-tumour bearing mice received a single intraperitoneal injection of doxorubicin (15 mg/kg in PBS) and were euthanized 20 hours post injection. Half of the doxorubicin treated mice were administered with sACVR2B-Fc (10 mg/kg in PBS) 48 hours before doxorubicin administration, as it has previously been reported that sACVR2B-Fc increases muscle protein synthesis 48 hours after its administration^19^. Microarray analysis was conducted from TA muscle to study gene expression responses to the treatments. 

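RNA of tibialis anterior (TA) muscle from 15 mice was measured on Illumina mouse bead arrays, with 1 array per mouse and 5 arrays labelled for each of 3 groups. Mice of the Ctrl group received PBS. Mice of the Dox group received 15 mg/kg doxorubicin, a chemotherapy drug that damages DNA, and their muscles were taken 20 hours later. The Dox + sACVR2B group received 10 mg/kg of sACVR2B-Fc, a soluble activin receptor that binds myostatin and activins, 48 hours before the same dose of doxorubicin. The mice were 9 to 10 weeks old according to the paper and 8 to 10 weeks old according to the sample labels. Cdkn1a, which encodes the p53-induced cell cycle inhibitor p21, was used as a check on the labels after its values had been seen. Its log2 level was 12.09, 12.00 and 12.19 in the libraries labelled Ctrl 1, Ctrl 4 and Ctrl 5, and 8.43 and 7.89 in those labelled Ctrl 2 and Ctrl 3. It was 7.50 in the library labelled Dox 2 and 11.23 to 11.99 in the other 4 libraries labelled Dox. The libraries labelled Dox + sACVR2B 4 and Dox + sACVR2B 5 had 8.02 and 8.68, and the other 3 of that label 11.84 to 12.17. High levels of a p53 target in libraries from mice labelled as given PBS, and low levels in libraries labelled as doxorubicin treated, put some of the labels in doubt. The labels were kept as given and no library was moved or left out. Every direction, size of difference and test result stated for these arrays rests on labels that are in doubt. Wrong labels would also draw group means together and widen the spread. Small differences and tests not passed are therefore no evidence that doxorubicin or sACVR2B-Fc changed little. Samples are called the libraries labelled Ctrl, Dox or Dox + sACVR2B for this reason. The paper's other measures in the acute experiment run upwards with doxorubicin for REDD1 by RT-qPCR (Fig. 6h) and for total FoxO1 protein (Supplementary Fig. S3a). Its discussion also reports, from unpublished data, that the drug reached skeletal muscle and soon set off p53 and DNA damage responses. None of these tells which arrays carry a wrong label.
The deposited values are signal intensities on a linear scale, quantile-normalized by the authors, whose sorted values differ between arrays by at most 0.5 at any rank. Background had been subtracted before deposit, since 34.0% of the values are below 0, and the signals run from -25 to 29731 with a median of 7.6 in each array. Of 45281 probes, 19843 to 19890 per array lay above a noise threshold of 12.4, which was set from the spread of the negative values. The 21307 probes above it in at least 5 arrays were tested on the log2(signal + 50) scale with limma, with all 15 arrays in the fit and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of dim probes. A gene was represented by its brightest probe, which left 11458 named genes. The number of arrays and the wide spread between libraries of 1 label limit the precision of each comparison.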

To find out whether doxorubicin-induced muscle atrophy was due to increased protein catabolism, a common atrogene signature for genes that has previously been shown to be commonly down- or upregulated in fasting, cancer cachexia, renal failure, diabetes, and in loss of contractile activity^28^ was investigated (listed in Table 1). There were no systematic changes by doxorubicin or by sACVR2B-Fc on these transcripts (Table 1). 

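None of the measured atrogenes passed the test between the libraries labelled Dox and Ctrl, or between those labelled Dox + sACVR2B and Dox. The widest difference was in Fbxo32 (atrogin-1), a ubiquitin ligase of atrophying muscle, with a log2 level of 12.13 ± 0.93 (SD, n = 5) in the libraries labelled Ctrl and 11.25 ± 0.50 (SD, n = 5) in those labelled Dox. Its log2 fold change was -0.88 (standard error 0.43, adjusted p = 0.509 from limma), with an upper 95% bound on the fold of 1.02. Atf4, a transcription factor of the amino acid and unfolded protein response, had a log2 fold change of -0.29 and Ldha, lactate dehydrogenase A, of 0.15 (adjusted p = 0.479 and 0.503 from limma). Against the libraries labelled Dox, those labelled Dox + sACVR2B had a higher mean of the collagen gene Col1a1, whose log2 fold change of 0.64 did not pass (standard error 0.25, adjusted p = 0.996 from limma), and Itm2a, a membrane protein gene, had -0.24 (standard error 0.13). Of the 52 genes of the table, 40 were measured above noise. By limma, 0 of the 40 passed an adjusted p of 0.05 in either comparison, 0 when adjusted over the list alone, and 1 in each comparison had an unadjusted p under 0.05. The list comes from earlier atrophy studies and was not chosen on these samples. These values follow the labels of the libraries, which the Cdkn1a levels put in doubt.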

There was however a minor trend that the atrogenes tended to follow the same trend in doxorubicin-administered mice as earlier^28^, although with a much smaller magnitude than with the other muscle wasting situations. Therefore, a gene set enrichment analysis (GSEA), able to detect small changes in several genes^29^, was conducted. Indeed, a custom-made gene set for these atrogenes showed a small increased enrichment (normalized enrichment score (NES) 1.44, FDR = 0.05) in doxorubicin administered mice when compared to vehicle treated control mice (Supplementary Fig. S2a) and this was blocked by sACVR2B-Fc administration (Supplementary Fig. S2b). 

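The measured atrogenes differed little in size, and 39 of the 40 lay within 1.5-fold between the libraries labelled Dox and Ctrl. The log2 fold changes ran from -0.88 to 0.22 with a median of -0.04, and 17 were above and 23 below 0. Between the libraries labelled Dox + sACVR2B and Dox they ran from -0.24 to 0.64 with a median of -0.01, with 18 above and 22 below 0, and again 39 of 40 were within 1.5-fold. Usp14, a deubiquitinase of the proteasome, stood at the upper end of the first comparison with 0.22 (standard error 0.17), and 0.05 without the library labelled Dox 4. No gene in these counts passed the test. The sizes, the tests and the counts of directions take the labels, which are in doubt, as given, and wrong labels would shrink the sizes.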

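As a set, the 40 measured atrogenes ranked lower in the libraries labelled Dox than in those labelled Ctrl. The normalized enrichment score was -1.63 (adjusted p = 0.0442 from GSEA run with fgsea), with Fbxo32 and the matrix genes Fn1 and Col5a2 among the lowest members, at log2 fold changes of -0.88, -0.55 and -0.49. Leaving out 1 library gave -0.70 to -0.35 for Fn1 and -0.61 to -0.33 for Col5a2. The call of the set was lost with limma's camera, at an adjusted p = 0.852 with an estimated correlation. Ranking the genes by limma's moderated t also lost it (adjusted p = 0.507 from GSEA run with fgsea). In the libraries labelled Dox + sACVR2B against Dox, the score was 1.27 and did not pass the test (adjusted p = 0.375 from GSEA run with fgsea). Genes were ranked by signal to noise, with 10000 permutations of the gene sets, and the paper does not name its ranking metric. Each SD in that ranking was raised to a floor, a fixed share of the mean log2 level. For Fbxo32 the floor lay above the SD under both labels, so its spread between libraries did not enter its rank. The call ended when each of 8 libraries was left out in turn, and without the library labelled Ctrl 5 the adjusted p of the first comparison was 0.330. The direction of the set takes the labels, which are in doubt, as given.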

GSEA analysis also revealed a small, but significant increase due to doxorubicin in the proteasome pathway (FDR = 0.041, Supplementary Fig. S2c,d) and also a trend in the caspase cascade (NES 1.75, FDR = 0.051) without any effect of sACVR2B-Fc. 

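Proteasome genes did not pass as a set between the libraries labelled Dox and Ctrl in the GSEA used for all lists, and 28 of 38 measured subunits lay above 0. Psmd14, a deubiquitinase of the proteasome lid, had a log2 fold change of 0.32 (standard error 0.14, adjusted p = 0.461 from limma). The immunoproteasome subunit Psmb8 had -0.28 (standard error 0.11). Of 22 measured genes in the list of caspases and caspase substrates, which also holds other cell death genes, 10 were above and 12 below 0. The death receptor adaptor Fadd had a log2 fold change of 0.26 (standard error 0.10, adjusted p = 0.431 from limma), and Prf1, the pore protein perforin of cytotoxic lymphocytes, of -0.35 (standard error 0.15).
The proteasome list had a normalized enrichment score of 0.84 and the caspase list of -0.86 (adjusted p = 0.832 and 0.809 from GSEA run with fgsea). In the libraries labelled Dox + sACVR2B against Dox the scores were -1.23 and -1.66 (adjusted p = 0.403 and 0.130 from the same GSEA). By limma 0 genes of either list passed in either comparison, also when adjusted over the list alone. Of the proteasome and caspase lists, 2 and 6 genes had an unadjusted p under 0.05 in the first comparison and 0 and 2 in the second. With the unweighted form of GSEA the proteasome list passed, in the upward direction, at an adjusted p = 0.0308. Its adjusted p was 0.899 from limma's camera with an estimated correlation and 0.753 from fry. Both lists were written for these arrays and are not the sets of the paper's collection, and their signs and test results depend on labels in doubt.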

Of the individual atrogenes, *FOXO1* was the only one that was significantly (adjusted *P* < 0.05) induced by doxorubicin (Table 1, Supplementary Fig. S2a). Thus, FoxO1 protein level and its phosphorylation were analysed. Similarly as in the microarray analysis, total FoxO1 protein expression was increased significantly (*P* < 0.05) by doxorubicin, whereas phosphorylated FoxO1 remained at similar level between the groups (Supplementary Fig. S3a,e). In addition, mRNA expression of a well-known atrogene, MuRF1, was confirmed with qPCR, which, in accordance with the microarray result, showed no effect of doxorubicin treatment (Supplementary Fig. S3b). However, sACVR2B-Fc decreased MuRF1 mRNA (Supplementary Fig. S3b).

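Foxo1, a transcription factor that induces atrophy genes, had nearly equal means in the 3 groups by label. Its log2 level was 8.51 ± 0.69 (SD, n = 5) in the libraries labelled Ctrl, 8.50 ± 0.51 (SD, n = 5) in those labelled Dox and 8.42 ± 0.46 (SD, n = 5) in those labelled Dox + sACVR2B. The fold change in the libraries labelled Dox against Ctrl was 0.994, with a 95% interval of 0.638 to 1.55 (adjusted p = 0.995 from limma), and the log2 fold change in those labelled Dox + sACVR2B against Dox was -0.08 (standard error 0.30). Levels within a label spread more widely than the means, from 7.73 to 9.34 among the libraries labelled Ctrl. The 5 lowest of all libraries were those labelled Ctrl 2, Dox + sACVR2B 4, Dox 2, Ctrl 3 and Dox + sACVR2B 5, at 7.73 to 8.18. They were also the 5 lowest in Cdkn1a, and the next in Foxo1 was Dox 5 at 8.31. Leaving out the library labelled Ctrl 2 gave a log2 fold change of -0.20 and leaving out Ctrl 5 gave 0.20.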

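Trim63, which encodes the ubiquitin ligase MuRF1, had a log2 level of 9.30 ± 0.22 (SD, n = 5) in the libraries labelled Ctrl, 8.92 ± 0.41 (SD, n = 5) in those labelled Dox and 9.15 ± 0.39 (SD, n = 5) in those labelled Dox + sACVR2B. The log2 fold change was -0.38 in the libraries labelled Dox against Ctrl (standard error 0.20, adjusted p = 0.534 from limma). It was 0.23 in the libraries labelled Dox + sACVR2B against Dox (standard error 0.20, adjusted p = 0.996 from limma). Neither difference passed the test, and both signs and test results rest on labels in doubt. In the paper's RT-qPCR, sACVR2B-Fc lowered MuRF1 (Supplementary Fig. S3b).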

To study protein degradation pathways further, common markers of ubiquitin-proteasome system, autophagy and calpain content were analysed by western blotting. Doxorubicin administration did not result in any acute or chronic alterations in ubiquitinated proteins, lipidated LC3, or calpain1 protein content (Fig. 5a–d). No changes were noticed acutely or at 4 weeks, but at two weeks, sACVR2B-Fc treatment resulted in decreased lipidated LC3 (Fig. 5b). As LC3 lipidation alone is not sufficient marker for autophagy^30^, we also checked gene expression changes related to autophagy. Supporting the results above, autophagy gene set (KEGG) was not regulated by doxorubicin (FDR = 0.48, Supplementary Fig. S4a). Also after adjustment, the only significantly increased genes in this pathway were slightly increased Ulk1 (1.41 fold, *P* = 0.02) and Becn1 (1.31 fold, *P* = 0.01) in doxorubicin-administered mice, without marked effects of sACVR2B-Fc (Supplementary Fig. S4a,b). 

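Autophagy genes did not pass as a set between the libraries labelled Dox and Ctrl: of 41 measured genes, 18 were above and 23 below 0, with a median log2 fold change of -0.02. Uvrag, which takes part in autophagosome maturation, had a log2 fold change of -0.28 (standard error 0.10, adjusted p = 0.382 from limma). Atg7, the enzyme that activates LC3 for lipidation, had 0.19 (standard error 0.08, adjusted p = 0.427 from limma). Between the libraries labelled Dox + sACVR2B and Dox, 25 were above and 16 below 0, and Tfeb, a transcription factor of lysosomal genes, had 0.24 (standard error 0.09, adjusted p = 0.996 from limma). The normalized enrichment scores were -0.94 and 0.92 (adjusted p = 0.794 and 0.747 from GSEA run with fgsea). By limma 0 genes passed in either comparison, also when adjusted over the list alone, and 3 in each had an unadjusted p under 0.05. As for the other lists, each sign and test result follows labels in doubt.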

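Ulk1, the kinase that starts autophagosome formation, had a log2 level of 9.90 ± 0.51 (SD, n = 5) in the libraries labelled Ctrl and 9.75 ± 0.41 (SD, n = 5) in those labelled Dox. Its fold change was 0.900 with a 95% interval of 0.622 to 1.30 (adjusted p = 0.864 from limma). Becn1, which encodes beclin 1 of the autophagy-initiating lipid kinase complex, had 8.75 ± 0.32 and 8.87 ± 0.27 (SD, n = 5 each), a fold change of 1.09 with a 95% interval of 0.844 to 1.40 (adjusted p = 0.841 from limma). The other probe of Becn1 above noise had a log2 fold change of -0.03. In the libraries labelled Dox + sACVR2B against Dox, the log2 fold changes were 0.02 for Ulk1 and 0.00 for Becn1. None of these differences was larger than the spread between libraries of 1 label, and none has a direction that can be separated from the doubt about the labels.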

Doxorubicin has previously been shown to increase apoptosis, also in skeletal muscle^31^. Indeed, GSEA analysis revealed small increase in the gene set of apoptosis (NES 1.9, FDR = 0.01) without any effect of sACVR2B-Fc (Supplementary Fig. S4c,d).

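Genes of the intrinsic apoptosis pathway did not pass as a set: of 29 measured, 12 were above and 17 below 0 in the libraries labelled Dox against Ctrl, and in those labelled Dox + sACVR2B against Dox. The pro-apoptotic BCL-2 family members Bik and Bok had log2 fold changes of -0.36 (standard error 0.11) and -0.66 (standard error 0.24) in the first comparison (adjusted p = 0.343 and 0.402 from limma). Apaf1, the core of the apoptosome and a p53 target, had -0.76 (standard error 0.41, adjusted p = 0.996 from limma) in the second. The normalized enrichment scores were -1.04 and -1.05 (adjusted p = 0.731 and 0.606 from GSEA run with fgsea). By limma 0 genes passed in either comparison, also when adjusted over the list alone, and 5 and 0 had an unadjusted p under 0.05. The list was written for these arrays, and the sign of its score in the second comparison turned under 9 of 15 other settings.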

To examine the possible delayed effects on muscle regeneration, TA muscles from mice from the four-week experiment were analysed for centrally nucleated fibres. Doxorubicin administration did not result in markedly and consistently increased number of centrally nucleated fibres (data not shown).

### Doxorubicin administration results in blunted skeletal muscle protein synthesis which is restored by sACVR2B-Fc treatment

As only small effects were seen in the expression of negative regulators of muscle size, the effects of doxorubicin and sACVR2B-Fc administration on positive regulators of muscle mass and protein synthesis were investigated. To study protein synthesis, a previously published method of surface sensing of translation (SUnSET)^32^,^33^ was applied as earlier in our laboratory^19^. This analysis revealed that muscle protein synthesis was significantly blunted 20 hours after doxorubicin administration compared with the controls (Fig. 6a,b). This decrease in protein synthesis was completely inhibited in mice treated with sACVR2B-Fc 48 hours prior to the exposure to doxorubicin (Fig. 6a,b). This was accompanied by increased mTORC1 signalling illustrated by elevated phosphorylation of its downstream targets rpS6 and p70S6K1 in sACVR2B-Fc treated mice acutely, but less so in the later time-points (Fig. 6c,d,g). However, at all the time-points investigated, no change in the activation of mTORC1 signalling was observed by doxorubicin, which suggests that doxorubicin and sACVR2B-Fc are affecting different pathways regulating muscle mass. Additionally, no changes due to the treatments were observed in the phosphorylation of Akt (at Ser473) or the phosphorylation of 4EBP1 (at Thr37/46) (Supplementary Fig. S3c–e).

Increased phosphorylation of eIF2α on Ser51 inhibits translation initiation and it has been associated with decreased muscle protein synthesis^34^ and cachexia^14^. However, the western immunoblot analysis did not show any significant doxorubicin-induced changes in eIF2α phosphorylation (Fig. 6e,g). Interestingly, sACVR2B-Fc decreased the phosphorylation of eIF2α compared to control (Fig. 6e,g). Another pathway regulating muscle size, partially parallel to mTORC1 signalling, is MAPK signalling. The phosphorylation of ERK 1/2 was acutely downregulated in doxorubicin treated mice, while sACVR2B-Fc treatment prevented this decrease (Fig. 6f,g). At two and four weeks, the phosphorylation level of ERK 1/2 was similar between doxorubicin only treated mice and control mice.

### REDD1 is highly upregulated in doxorubicin-induced muscle loss

To unravel the factors potentially underlying doxorubicin-induced decrease in protein synthesis and muscle size, microarray data was analysed for genes most induced by doxorubicin known to regulate muscle protein synthesis and size. 

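Known regulators of muscle protein synthesis and size did not pass the test as single genes between the libraries labelled Dox and Ctrl. Among 42 genes of mTORC1 signalling and muscle size, 19 were above and 23 below 0. Deptor, an inhibitor of mTOR, had a log2 fold change of 0.35 (standard error 0.14) and Sesn1, a stress-induced inhibitor of mTORC1, of -0.56 (standard error 0.21), with an adjusted p = 0.415 and 0.400 from limma. Between the libraries labelled Dox + sACVR2B and Dox, 18 were above and 24 below 0, with Bcat2, the mitochondrial branched-chain aminotransferase, at 0.36 (standard error 0.13) and the IGF-1 receptor gene Igf1r at 0.23 (standard error 0.10). Of 44 genes of ribosome biogenesis, 30 were above 0 in the libraries labelled Dox against Ctrl, with Rrn3, an initiation factor of RNA polymerase I, at 0.47 (standard error 0.11, adjusted p = 0.301 from limma).
The mTORC1 list had normalized enrichment scores of -0.84 and 0.88 (adjusted p = 0.832 and 0.815 from GSEA run with fgsea). For Dox against Ctrl the ribosome biogenesis list had 1.78 (adjusted p = 0.0129 from GSEA run with fgsea), a call that was lost with limma's camera at an adjusted p = 0.852 with an estimated correlation, and without the library labelled Ctrl 1 (0.0649), Ctrl 2 (0.0616) or Dox 1 (0.106). By limma 0 genes of either list passed, with 3 and 7 at an unadjusted p under 0.05, and adjusted over the list alone 0 and 1 passed. Both comparisons take the labels of the libraries as given.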

Doxorubicin treated mice showed a significant 2-fold (adjusted *P* = 0.02) increase in mRNA expression of *REDD1*, a protein previously connected to muscle wasting^14^,^35^. This increase was confirmed by qPCR, which showed a 3-fold increase in *REDD1* expression in doxorubicin treated mice (Fig. 6h). 

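Ddit4, which encodes the mTORC1 inhibitor REDD1 and is induced by DNA damage and other stresses, was not higher in the libraries labelled Dox. Its log2 level was 8.80 ± 0.96 (SD, n = 5) in the libraries labelled Ctrl and 8.53 ± 0.62 (SD, n = 5) in those labelled Dox. The fold change was 0.833 with a 95% interval of 0.454 to 1.53 (adjusted p = 0.855 from limma). Within each label the libraries lay apart. Those labelled Ctrl 1, Ctrl 4 and Ctrl 5 were at 9.43, 9.68 and 9.36, and those labelled Ctrl 2 and Ctrl 3 at 7.80 and 7.71. Among the libraries labelled Dox, levels ran from 7.79 in Dox 2 to 9.31 in Dox 3. Leaving out the library labelled Ctrl 3 moved the log2 fold change from -0.26 to -0.53 and leaving out Ctrl 4 moved it to -0.04. The same libraries labelled Ctrl were high or low in Cdkn1a. Over all labels, the 5 libraries lowest in Cdkn1a were also the 5 lowest in Ddit4, at 7.59 to 7.93, and the others had 8.04 to 9.68. This puts the labels and the direction in doubt, and the paper's RT-qPCR of REDD1 runs upwards (Fig. 6h).

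**Figure D1:**
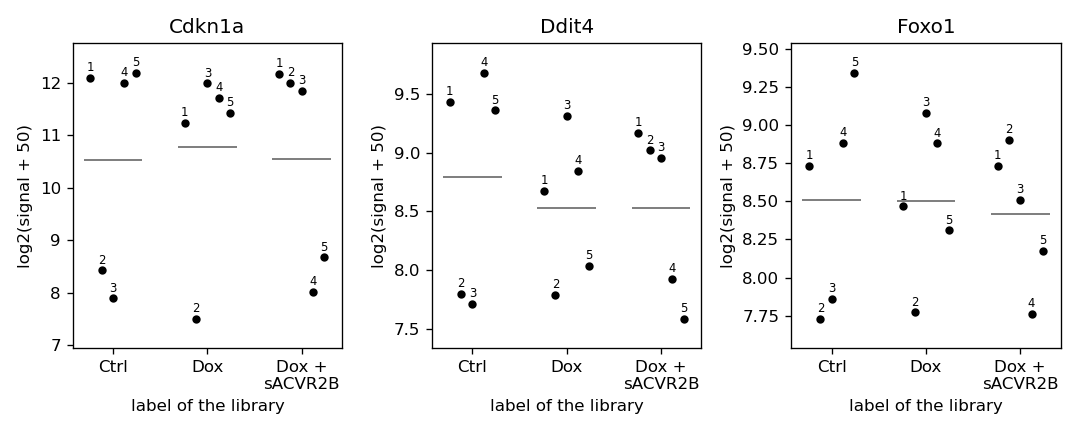
Levels of Cdkn1a, Ddit4 and Foxo1 in the 15 libraries, on the log2(signal + 50) scale of each vertical axis, by the label of the library. Points are single libraries with their replicate number, and grey lines are means of 5 libraries; Cdkn1a shows no level between 8.68 and 11.23.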

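Ddit4, the gene of REDD1, had a log2 level of 8.53 ± 0.72 (SD, n = 5) in the libraries labelled Dox + sACVR2B. Against those labelled Dox the fold change was 0.999 with a 95% interval of 0.544 to 1.83, which did not pass the test (adjusted p = 1.000 from limma). Levels among the libraries labelled Dox + sACVR2B were 9.17, 9.02 and 8.96 in numbers 1, 2 and 3, and 7.93 and 7.59 in numbers 4 and 5, the 2 that were also low in Cdkn1a. Without the library labelled Dox + sACVR2B 5 the log2 fold change was 0.23 and without Dox 2 it was -0.19, so its sign rests on single libraries and on labels in doubt.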

The effect of doxorubicin on *REDD1* expression was partially blocked by sACVR2B-Fc treatment.

### Skeletal muscle mitochondrial function and content are not chronically altered in response to doxorubicin administration

To explore potential factors explaining impaired running capacity of the doxorubicin treated mice, skeletal muscle mitochondrial function was analysed with OROBOROS Oxygraph-2k high-resolution respirometer. At the four-week time-point, two weeks after cessation of doxorubicin administration, the analysis showed no differences in mitochondrial respiratory function of TA muscle between the three groups (Fig. 7a). This occurred independent of whether the results were presented as oxygen flux per wet weight of tissue or normalized to total TA weight or to an index of mitochondrial content. To study skeletal muscle mitochondrial function and content further, citrate synthase activity and expression of several mitochondrial proteins were analysed. Doxorubicin did not seem to alter citrate synthase activity, while increased activity was seen in mice treated with sACVR2B-Fc (Fig. 7b). Similarly as mitochondrial function, the total content of mitochondrial respiratory chain subunits (total OXPHOS) and cytochrome *c* (cyt *c*) protein remained unchanged in TA muscle irrespective of the treatment (Fig. 7c–e). However, an ion channel protein between cytosol and mitochondrial matrix, porin/VDAC1^36^, was significantly elevated in sACVR2B-Fc treated mice (Supplementary Fig. S5a,h). Of individual OXPHOS proteins, mitochondrial respiratory chain CI-NDUFB8 and CV-ATP5A were decreased in sACVR2B-Fc treated mice compared with doxorubicin only treated mice (Supplementary Fig. S5b–f). No differences were detected in the PGC-1α protein (Supplementary Fig. S5g,h) or different PGC-1α isoforms by either doxorubicin alone or combined with sACVR2B-Fc (Supplementary Fig. S6a–d).

### Skeletal muscle oxygen carrying capacity, but not capillary density, is altered in response to doxorubicin administration

To study if blood oxygen carrying capacity was altered due to the treatments, haematological parameters were investigated at two and four weeks. Doxorubicin administration independently of sACVR2B-Fc administration resulted in decline in blood haemoglobin and haematocrit at two weeks (immediately after treatment), but this effect disappeared at four weeks (Supplementary Fig. S7a–d).

As no major differences were found in skeletal muscle mitochondrial function or content, capillary count was analysed from TA. There were no significant effects of doxorubicin or sACVR2B-Fc treatment on capillary-to-fibre ratio or capillary density (Fig. 8a–c).

### sACVR2B administration did not have any effect on tumour growth or on the antineoplastic effect of doxorubicin

To investigate whether the sACVR2B-Fc treatment has effect on the antineoplastic effect of chemotherapy or tumour growth, a two-week tumour experiment using the Lewis lung carcinoma (LLC) model was conducted. LLC-cancer did not induce muscle atrophy yet at this time-point (Supplementary Fig. S8a–d). Similarly as with doxorubicin treated non-tumour bearing mice, doxorubicin treatment seemed to be associated with increased loss of lean and fat mass also in tumour bearing mice (Supplementary Fig. S8c–e,g,h) despite relatively low cumulative dose (12 mg/kg) of doxorubicin used. sACVR2B-Fc increased skeletal muscle and lean mass similarly in tumour bearing mice irrespective of doxorubicin administration (Supplementary Fig. S8c,d,g). Interestingly, in contrast to the results from doxorubicin experiments in non-tumour bearing mice, in this setting, sACVR2B-Fc treatment also protected from the excessive loss of epididymal fat by doxorubicin, but not from the loss of total fat mass (DXA) (Supplementary Fig. S8e,h). The tumours of the sACVR2B-Fc treated mice had similar response to doxorubicin treatment compared to mice not treated with sACVR2B (Supplementary Fig. S8f). These results suggest that inhibiting ACVR2B ligands can decrease the cachectic effects of chemotherapy without adversely affecting tumour growth or compromising the antineoplastic effect of chemotherapy on the tumour.

## Discussion

Cancer-therapy aiming to treat malignancies can be associated with toxicities in various tissues, such as skeletal muscle, and also with shorter life span^2^,^3^. In the present study we show that prevention of doxorubicin chemotherapy-induced muscle atrophy can be achieved by preventing decreased muscle protein synthesis using a blocker for ACVR2B ligands without negative side-effects on aerobic capacity or tumour growth.

Doxorubicin administration resulted in marked decrease in body weight, comprised of loss of both lean and fat mass. Skeletal muscle atrophy was observed as a decrease in muscle masses and in TA fibre size. These results are consistent with previous studies^10^,^11^,^37^. The reduced fat mass and muscle size by doxorubicin might be at least partially explained by reduced feed intake. However, as doxorubicin has been shown to accumulate in skeletal muscle tissue^38^, it is possible that doxorubicin also had a direct effect on skeletal muscle. Indeed, doxorubicin accumulation was detected in skeletal muscles, and it acutely led to a typical p53 and DNA-damage response (unpublished observations) in line with previous reports in cardiac muscle^5^,^39^. Importantly, treatment of muscle atrophy by blocking ACVR2B ligands was accomplished without any adverse effects on tumour, as shown earlier with several other tumour models^20^,^21^, or on the effect of doxorubicin on tumour.

Muscle atrophy is a result of a situation in which the rate of protein synthesis is, over a period of time, repressed relative to that of degradation. Protein synthesis responses in muscle atrophy have been overall less investigated than protein degradation pathways^13^,^14^. The present results show, for the first time, that doxorubicin administration acutely results in blunted protein synthesis in skeletal muscle. Previous studies have reported either repressed^40^ or unchanged^41^ protein synthesis in cardiac muscle or cardiomyocytes after acute doxorubicin administration. Importantly, the decreased muscle protein synthesis by doxorubicin was completely prevented by sACVR2B-Fc administration. The increased protein synthesis by sACVR2B-Fc is likely due to increased mTORC1 signalling manifested by increased phosphorylation of p70S6K and rpS6. These markers of mTORC1 signalling also positively correlated with protein synthesis (Supplementary Fig. S9a). This is consistent with previous results from our laboratory, which showed that sACVR2B-Fc treatment in healthy wildtype mice increased muscle size, protein synthesis and mTORC1 signalling^19^. However, doxorubicin did not seem to affect this pathway at least at 20 h time-point as phosphorylation levels of p70S6K and rpS6 were similar to control group. This does not exclude the possibility that decrease in mTORC1 signalling would have preceded the decreased protein synthesis.

In the present study, no major changes were observed in protein degradation markers such as ubiquitinated proteins, atrogene expression^28^, or markers of autophagy. However, the slight enrichment of the atrogene, proteasome and apoptosis gene sets in response to doxorubicin administration might indicate at least a small increase in protein degradation and apoptosis. The previous available evidence on protein degradation and apoptosis pathways suggests activated calpain-caspase-3-apoptosis pathway^9^,^11^,^42^, and increased markers of ubiquitin–proteasome system^9^, and autophagy^43^ as contributors to doxorubicin-induced muscle atrophy, but the evidence is inconsistent^31^,^44^. The reason why we observed only very small upregulation in the protein degradation and apoptosis pathways can be speculated to be the dosage of doxorubicin used in our study, i.e. 24 mg/kg cumulative dose or 15 mg/kg single dose in the acute experiment. The 15–24 mg/kg in mice is equivalent to ~45–72 mg/m^2^ in humans and thus very close to the clinical doses used in cancers (30–90 mg/m^2^)^5^. These doses are relatively small compared to the ones typically used in the rat studies, i.e. 20 mg/kg in rats^11^,^37^,^42^ that can be estimated to be equivalent to ~40 mg/kg in mice and ~120 mg/m^2^ in humans^26^. Nevertheless, although the mechanisms behind doxorubicin-induced muscle atrophy can be dose-dependent^9^, the blockade of decreased protein synthesis without major alterations in the protein degradation, apoptosis or autophagy pathways seems to be the mechanism by which sACVR2B-Fc prevents doxorubicin-induced muscle loss. However, part of the increased protein synthesis may also be due to larger *de novo* protein synthesis, as we have shown earlier that sACVR2B-Fc increases muscle protein synthesis also in healthy mice^19^. Moreover, a decrease in the ubiquitin ligase MuRF1 mRNA by sACVR2B-Fc was noticed supporting previous studies by Rahimov *et al*. in wildtype mice and Zhou *et al*. in cachectic mice^20^,^25^. This shows a potential for sACVR2B-Fc in preventing atrophy also in situations where protein degradation pathways are more strongly activated.

A transcriptome analysis was conducted to investigate if genes previously shown to have a role in muscle atrophy were regulated by doxorubicin. Interestingly, REDD1, a DNA damage marker protein that has previously been connected to muscle wasting and decreased protein synthesis^14^ also in other models, e.g. streptozotocin-induced experimental type 1 diabetes^35^, was one of the most highly upregulated genes. 

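Ranked from the highest fold change down in the libraries labelled Dox against Ctrl, Ddit4 stood at place 10643 of 11458 named genes, and Cdkn1a at place 738 with a log2 fold change of 0.25 (standard error 1.07). Tfrc, the transferrin receptor gene and a marker of young red blood cells, had 1.00 (standard error 0.45) and Chac1, a glutathione-degrading enzyme induced by ATF4, had -2.47 (standard error 0.89), the lowest of the named genes. None passed the test (adjusted p = 0.953 for Cdkn1a, 0.481 for Tfrc and 0.393 for Chac1 from limma). The ranks follow the labels of the libraries, which the Cdkn1a levels put in doubt. From a negative correlation of REDD1 expression with protein synthesis (Supplementary Fig. S9b), the paper proposes that REDD1 expression induced by doxorubicin could contribute in part to the lower protein synthesis, and adds that this needs more mechanistic evidence.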

A negative correlation between REDD1 expression and protein synthesis was observed (Supplementary Fig. S9b). This suggests that doxorubicin-induced REDD1 expression could, in part, contribute to decreased protein synthesis, but more mechanistic evidence is needed to verify this connection. Another candidate associated with the regulation of muscle size is MAPK-signalling^45^,^46^. Doxorubicin administration resulted in marked decrease in ERK 1/2 phosphorylation. Similar decrease in ERK phosphorylation has been previously reported five days after doxorubicin dose identical to our acute experiment (15 mg/kg) in mouse skeletal muscle^31^. The physiological importance of altered ERK 1/2 MAPK-signalling is unknown, and may be dependent on time-point and context^19^,^45^,^46^,^47^. Interestingly, in our setting, sACVR2B-Fc administration restored ERK 1/2 phosphorylation to the level of control mice. We have shown earlier that sACVR2B-Fc treatment decreased the phosphorylation of ERK 1/2 at early, but not at later time-points in healthy mice^19^. This shows that, in addition to the many other pathways, such as mTORC1 signalling, the regulation of MAPK signalling by blocking ACVR2B receptor ligands can also be dependent on timing and context. More research is needed to determine the consequences and importance of the doxorubicin-induced decrease in ERK 1/2 phosphorylation and prevention of this response by blocking sACVR2B ligands.

Several studies have investigated the effects of exercise training on the effects of doxorubicin. Majority^42^,^43^,^48^, but not all^49^ of these studies suggest that exercise training protects against the adverse effects of doxorubicin on cardiac and skeletal muscle without compromising^50^ or even enhancing its antitumor efficacy^49^. On the other hand, maximal aerobic capacity on a whole-body level has been associated with longevity and health^51^. Muscle weakness and fatigue as well as skeletal muscle contractile dysfunction have been reported after exposure to doxorubicin in patients^4^ and in animal models *ex vivo*^4^,^8^,^12^. However, to the knowledge of the authors, the present study is the first one to show direct negative effects of doxorubicin administration on maximal aerobic running capacity *in vivo*. As this effect was observed two weeks after the cessation of doxorubicin administration, it seems that the impairment in aerobic capacity is sustained.

Impaired running performance by doxorubicin could have been expected to be accompanied by decreased mitochondrial respiratory capacity, but this was not the case in the present study. According to the previous literature, doxorubicin can cause impaired mitochondrial function in cardiac^52^,^53^ and in skeletal muscle^10^,^37^,^53^. However, the evidence concerning skeletal muscle is inconsistent: not all studies report significant impairments in the markers of mitochondrial function in response to doxorubicin treatment^52^. In addition, Gouspillou and colleagues^10^ did not observe any significant or sustained impairment in skeletal muscle mitochondrial respiratory function after two cycles of doxorubicin treatment (cumulative dose 20 mg/kg) in mice. However, four cycles of treatment (cumulative dose 40 mg/kg) resulted in impaired mitochondrial respiration that was sustained over a 12-week period after the last cycle^10^. In that study mice were also treated with dexamethasone, so the contribution of each drug to the effects cannot be confirmed^10^. Furthermore, impaired mitochondrial respiration has been reported 2–72 hours after a single high dose of doxorubicin (20 mg/kg) in rats^37^. According to the present and these previous studies, the dosage of doxorubicin used and the time-points investigated may play important roles in doxorubicin-induced alterations in skeletal muscle mitochondrial function.

As a novel finding of the present study, doxorubicin treatment did not alter muscle capillary density and thus, decreased capillarization cannot explain the impaired running capacity. Also limb muscle independent factors can lie behind the persistently impaired running performance. Systemic doxorubicin administration has previously been shown to cause weakness and contractile dysfunction in diaphragm^11^,^12^, the principal respiratory muscle. Doxorubicin-induced cardiotoxicity can also have an effect on whole body exercise capacity. Interestingly, sACVR2B-Fc could not prevent doxorubicin-induced cardiac atrophy (data not shown). This was, however, achieved by vascular endothelial growth factor-B (VEGF-B^54^) gene therapy in the same experimental setting (Räsänen *et al*. unpublished observations). The present study also showed that doxorubicin administration can reduce blood oxygen carrying capacity consistent with earlier reports^55^. However, this did not persist anymore two weeks after the cessation of doxorubicin administration. Thus, this effect probably does not play a major role in the persistently impaired running performance. It is likely that multiple factors, rather than just one, contribute to impaired exercise capacity by doxorubicin.

Contrary to previous results in wild type and dystrophic mice^18^,^23^, systemic sACVR2B-Fc administration did not cause any further impairment in running performance or mitochondrial content or function. Some more specific effects were, however, noticed. Unlike in wildtype or mice with muscular dystrophy^18^,^23^, citrate synthase activity and the content of a mitochondrial channel protein porin/VDAC1^36^ were increased in doxorubicin treated mice administered with sACVR2B-Fc compared with doxorubicin alone. However, sACVR2B-Fc administration decreased mitochondrial respiratory chain subunit proteins CI-NDUFB8 and CV-ATP5A. This suggests that blocking ACVR2B ligands may have specific effects on mitochondrial proteins even though overall mitochondrial capacity or function may be unaltered. Previously, sACVR2B-Fc administration has decreased electron transport chain and oxidative phosphorylation gene sets in mdx mice^22^. As no effects on mitochondrial function or further decrease in running capacity were detected, these specific effects of blocking ACVR2B ligands have probably only minor physiological significance. Our laboratory has previously published evidence of interaction effects of exercise and sACVR2B-Fc in muscles^18^,^22^. Future studies should investigate the effects of blocking activin receptor ligands also in active mice.

Musculoskeletal system plays an important role in e.g. enabling locomotion. Bone can serve as an ion reserve to maintain serum ion concentrations of e.g. calcium and magnesium. Mechanical and molecular interaction between muscles and bone has got lots of attention during the last few years^56^. Many studies have shown that improving muscle size and strength can improve bone quantity or quality^57^. For instance, blocking myostatin/activins has improved bone mass, quality and strength^58^. On the other hand, bone parameters have been reported to be decreased in rodents after doxorubicin administration^59^. The present study showed that the decrease in BMD and BMC by doxorubicin was prevented by sACVR2B-Fc and that the bone results are strongly related to muscle mass. Therefore, it is speculated that changes in bone adaptation were secondary to muscle showing the importance of muscle *per se* on certain markers of health. However, the possible existence of other direct or indirect effects of sACVR2B-Fc on bone cannot be excluded^58^.

In conclusion, unlike in many other cachexia-inducing diseases, our findings show that doxorubicin chemotherapy induces skeletal muscle atrophy without markedly increasing typical atrogenes or protein degradation pathways. In contrast, muscle atrophy induced by doxorubicin is probably mainly mediated by decreased protein synthesis, and this effect is prevented by blocking ACVR2B signalling. In addition, the current results suggest that blocking ACVR2B signalling may be a promising strategy to counteract chemotherapy-induced muscle and bone loss without further damage to skeletal muscle oxidative capacity or mitochondria or the actual treatment of malignancies.

## Methods

### Animals

C57BL/6J male mice (Envigo), aged 9–10 weeks, were used in all experiments. Mice were maintained under standard conditions (temperature 22 °C, 12:12 h light/dark cycle) with free access to food and water. The protocols were approved by the National Animal Experiment Board, and all the experiments were carried out in accordance with the guidelines of that committee.

### Experimental design

Five experiments were conducted: 1–2) two four-week experiments, 3) a two-week experiment, 4) an acute experiment, and 5) a tumour experiment. In experiments 1–4, the mice were randomly assigned into one of three groups: 1) vehicle (PBS) treated controls (Ctrl), 2) doxorubicin hydrochloride treated mice (Dox), and 3) doxorubicin treated mice administered intraperitoneally with sACVR2B-Fc (Dox + sACVR2B). In the tumour experiment (exp 5), the mice were randomized into five groups: 1) healthy controls (Ctrl), 2) LLC-tumour bearing mice (LLC + PBS), 3) LLC- mice treated with doxorubicin (LLC + Dox), 4) LLC-mice treated with sACVR2B-Fc (LLC + sACVR2B), and 5) LLC-mice treated with doxorubicin and sACVR2B-Fc (LLC + Dox + sACVR2B).

### Experimental treatments

In experiments 1–3, all doxorubicin administered mice received a total of four intraperitoneal injections of doxorubicin (6 mg/kg in PBS), administered every third day during the first two weeks of the experiment. Control mice were administered with an equal volume of PBS. In the four-week experiments (1 and 2), the mice were euthanized four weeks after the first and 19 days after the last doxorubicin injection. In the two-week experiment (3), the mice were euthanized two weeks after the first and 4 days after the last doxorubicin injection. In these experiments, sACVR2B-Fc (5 mg/kg in PBS) was administered intraperitoneally for half of the doxorubicin treated mice twice a week during the first two weeks of the experiment and once a week after that (in the 4-week experiments). sACVR2B-Fc administration was started before the first doxorubicin injection and the last dose was administered seven days before euthanasia.

In the acute experiment, doxorubicin treated mice received a single intraperitoneal injection of doxorubicin (15 mg/kg in PBS) and controls an equal volume of PBS. sACVR2B-Fc treated mice received a single intraperitoneal injection of sACVR2B-Fc (10 mg/kg in PBS) 48 hours before doxorubicin administration, a time-point when sACVR2B-Fc shows increased muscle protein synthesis^19^. The mice were euthanized 20 hours after doxorubicin/PBS administration.

In the tumour experiment, mice were subcutaneously inoculated with 0.5 × 10^6^ LLC cells (a kind gift from Dr. Alitalo) in 100 μl of PBS or with an equal volume of vehicle only (controls) into the right abdominal region. Doxorubicin was administered intraperitoneally twice during the experiment on the sixth and eleventh day after tumour inoculation (cumulative dose 12 mg/kg). sACVR2B-Fc (5 mg/kg in PBS) was administered intraperitoneally twice a week starting from third day after tumour inoculation and the last injection being two days before euthanasia. The mice were euthanized 14 days after tumour inoculation.

### Tissue collection

At the end of all experiments, the mice were anaesthetized and then euthanized by heart puncture followed by cervical dislocation. Hindlimb muscles TA, gastrocnemius and soleus as well as epididymal fat pads were immediately excised and weighed. The left TA was snap-frozen in liquid nitrogen and the right TA muscle was mounted in O.C.T. embedding medium (Tissue Tek) and snap-frozen in isopentane cooled with liquid nitrogen. All tissue weights were normalized to the length of the tibia (mm).

### sACVR2B-Fc production

The recombinant fusion protein was produced and purified *in house* as described earlier in detail^19^. Briefly, the ectodomain of human ACVR2B was fused with a human IgG1 Fc domain and the fusion protein was expressed in Chinese hamster ovary cells grown in a suspension culture. The protein is similar, but not identical to that originally generated by Lee and colleagues^17^.

### Tumour cell line and cell culture

LLC cells were originally purchased from American Type Culture Collection (Manassas, VA) and maintained in complete Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 2 mmol/L L-glutamine, penicillin (100 U/mL), streptomycin (100 μg/mL), and 10% FBS.

### Dual-energy X-ray absorptiometry (DXA)

For the DXA analysis, mice were anaesthetized with a combination of ketamine and xylazine and imaged with Lunar PIXImus II densitometer (GE Healthcare). The images were analysed using standard procedures.

### Treadmill running protocol

The mice ran first at 9, 12 and 15 m/min for 5 minutes each, after which the velocity was increased by 2 m/min every 2 minutes until exhaustion. All mice were familiarized with treadmill running on a separate day prior to the test.

### Muscle protein synthesis: *in vivo* surface sensing of translation

Muscle protein synthesis was analysed using surface sensing of translation (SUnSET) method^32^,^33^ as earlier in our laboratory^19^. At exactly 25 min after puromycin (Calbiochem) administration, mice were euthanized by heart puncture followed by cervical dislocation. Left TA muscle was isolated, weighed and snap-frozen in liquid nitrogen exactly 30 minutes after puromycin administration.

### Mitochondrial function analysis

Skeletal muscle mitochondrial function was analysed with OROBOROS Oxygraph-2k high-resolution respirometer with similar procedures as earlier^54^. Briefly, a thin cross-section of 5–10 mg from the middle of the left TA muscle was removed and temporarily stored in Biops buffer. The sample was then homogenized with a shredder and carbohydrate SUIT protocol was used to analyse mitochondrial function as previously described^54^.

### RNA analysis

Total RNA was extracted from the TA muscle with TRIsure reagent (Bioline) and further purified with NucleoSpin^®^ RNA II columns. For qPCR RNA was reverse transcribed to cDNA using iScript^TM^ Advanced cDNA Synthesis Kit for RT-qPCR (Bio-Rad Laboratories) according to the manufacturer’s instructions. Real-time qPCR was performed according to standard procedures using iQ SYBR Supermix (Bio-Rad Laboratories) and CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories). Data analysis was carried out by using efficiency corrected ΔΔCt method. More information on qPCR is given in Supplementary methods.

RNA samples of five mice from each group were analysed with Illumina Sentrix MouseRef-6 v2 Expression BeadChip containing 45281 transcripts (Illumina Inc.) by the Functional Genomics Unit at Biomedicum Helsinki, University of Helsinki, Finland. Before the analysis, sample RNA was analysed for integrity and quality with Agilent Bioanalyzer 2100. Raw data were normalized with quantile normalization and data quality was assessed using Chipster software (IT Center for Science, Espoo, Finland)^60^. The complete data set is publicly available in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; accession no. GSE77745). More detailed description is provided in Supplementary methods.

### Protein extraction and content

TA muscle samples were homogenized in ice-cold buffer with proper inhibitors and further treated as earlier^19^,^35^ with slight modifications. Total protein content was determined using the bicinchoninic acid (BCA) protein assay (Pierce, Thermo Scientific) with an automated KoneLab device (Thermo Scientific).

### Citrate synthase activity

Citrate synthase activity was measured from TA muscle homogenates using a kit (Sigma-Aldrich) with an automated KoneLab device (Thermo Scientific).

### Western blotting

Western immunoblot analyses were performed as previously reported^19^,^35^, with slight modifications in the quantification of ubiquitinated proteins and puromycin incorporation: In the case of the analysis of puromycin-incorporated proteins and ubiquitinated proteins, the intensity of the whole lane was quantified. Ponceau S staining and GAPDH were used as loading controls and all the protein level results were normalized to the mean of Ponceau S and GAPDH, except for the puromycin-incorporated proteins that were normalized only to Ponceau S. The antibodies used are listed in the supplementary methods online.

### Muscle immunohistochemistry

Cross-sections (10 μm) were cut from TA muscle with a cryomicrotome. To analyse muscle fibre cross-sectional area (CSA), the sarcolemmas were visualized using antibodies against Dystrophin (Abcam) with Alexa Fluor 555 secondary antibody (Molecular Probes). This was combined with PECAM-1/CD31 (BD Pharmingen) staining with Alexa Fluor 488 secondary antibody (Molecular Probes) to visualize capillaries and DAPI for the nuclei. The stained sections were imaged with a confocal microscope (Zeiss) and ZEN software. The mean fibre CSA was quantified from 1,065 ± 58 fibres representing both the deep and the superficial regions of the muscle. For the analysis of fibre size distribution, 550 fibres were randomly picked from each muscle sample. Muscle fibre CSA, capillary density (capillaries/mm^2^) and capillary-to-fibre ratios were analysed with ImageJ software (NIH).

### Statistical analyses

Values are presented as means ± SEM. The data from experiments 1 and 2 was pooled when there were no differences between the experiments. Data was checked for normality and differences between groups were analysed with general linear model ANOVA with Bonferroni post-hoc test, when appropriate. Western blot results were analysed with general linear model ANOVA with Bonferroni post-hoc test or with non-parametric Kruskal-Wallis test with Holm-Bonferroni corrected Mann-Whitney U as post-hoc when appropriate. Correlations were analysed using Pearson’s Product Moment Coefficient. Differences were considered statistically significant at *P *≤ 0.05. Statistical analyses were performed with IBM SPSS Statistics version 22 for Windows (SPSS, Chicago, IL).

## Additional Information

**How to cite this article**: Nissinen, T.A. *et al*. Systemic blockade of ACVR2B ligands prevents chemotherapy-induced muscle wasting by restoring muscle protein synthesis without affecting oxidative capacity or atrogenes. *Sci. Rep.* **6**, 32695; doi: 10.1038/srep32695 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
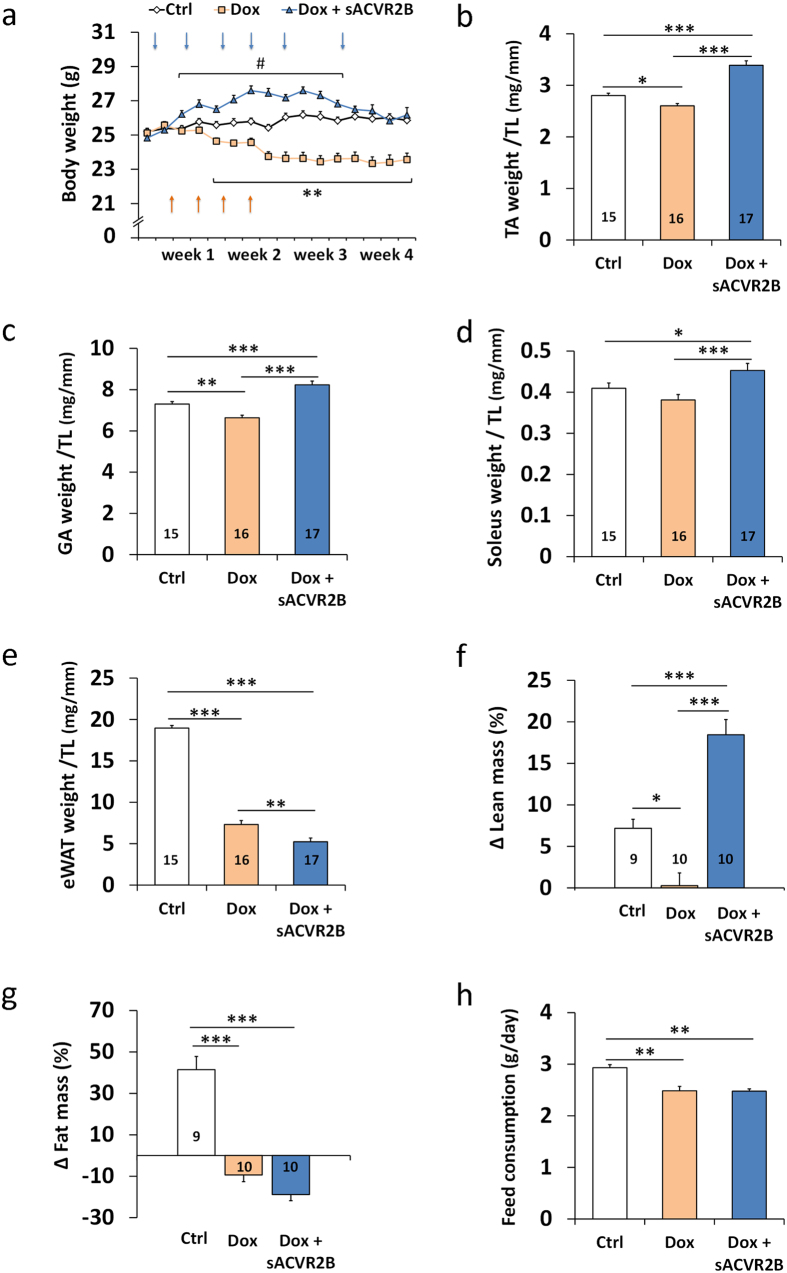
Doxorubicin administration resulted in decreased body and muscle weights that were restored by sACVR2B-Fc treatment. (**a**) Body weights during the four-week experiment. Arrows indicate the timing of doxorubicin (orange) and sACVR2B-Fc (blue) injections. Repeated measures ANOVA revealed time x group interaction effect (*P* < 0.001). Tissue weights of TA (**b**), gastrocnemius (GA) (**c**) and soleus (**d**) muscles and epididymal fat pads (**e**) relative to tibial length (Supplementary Fig. S1e). Percentage changes in lean (**f**) and fat (**g**) mass analysed with DXA. (**h**) Average feed consumption during and after the treatment with doxorubicin and sACVR2B-Fc. Average feed consumption per mouse was calculated from the pooled feed intake of the whole cage (2–3 mice/cage; N = 3–4 cages/group). N sizes are depicted in the bar graphs. Data are presented as mean ± SEM. In Fig. a: ^#^*P* < 0.05 compared to Ctrl; **P < 0.01 compared to Ctrl and Dox + sACVR2B (Bonferroni). In Figs. b–h: *P < 0.05; **P < 0.01; ***P < 0.001 (Bonferroni).

**Figure 2:**
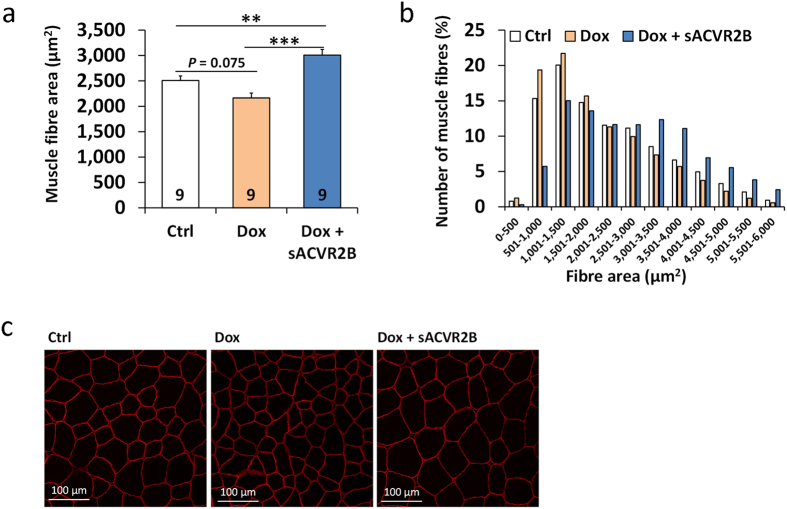
sACVR2B-Fc administration increased muscle fibre cross-sectional area in doxorubicin-treated mice. Average fibre CSA (**a**) and fibre size distribution (**b**) of the TA muscle at the end of the four-week experiment. (**c**) Representative immunofluorescence images of dystrophin-stained muscle cryosections. Data are presented as mean ± SEM. **P < 0.01; ***P < 0.001 (Bonferroni).

**Figure 3:**
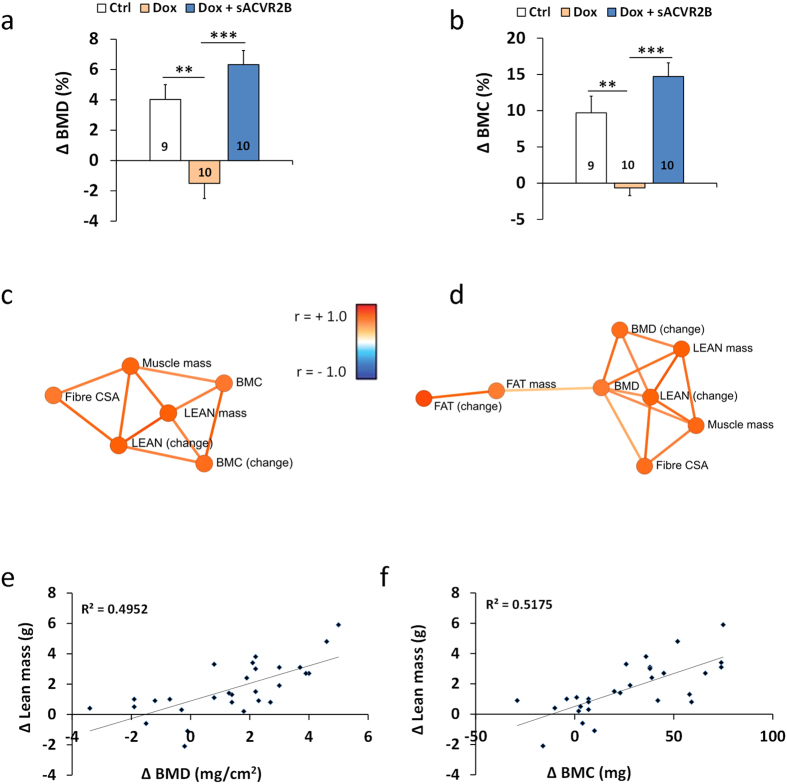
sACVR2B-Fc treatment improved bone quality in doxorubicin treated mice. Changes in bone mineral density (**a**) and content (**b**) in the four-week experiment. (**c**) Associations between muscle and lean mass and bone parameters. (**d**) Associations between muscle size, fat mass and BMD. Correlations between change in lean mass and change in BMD (**e**, r = 0.70, *P* < 0.001) and BMC (**f**, r = 0.72, *P* < 0.001). Data are presented as mean ± SEM. **P < 0.01; ***P < 0.001 (Bonferroni).

**Figure 4:**
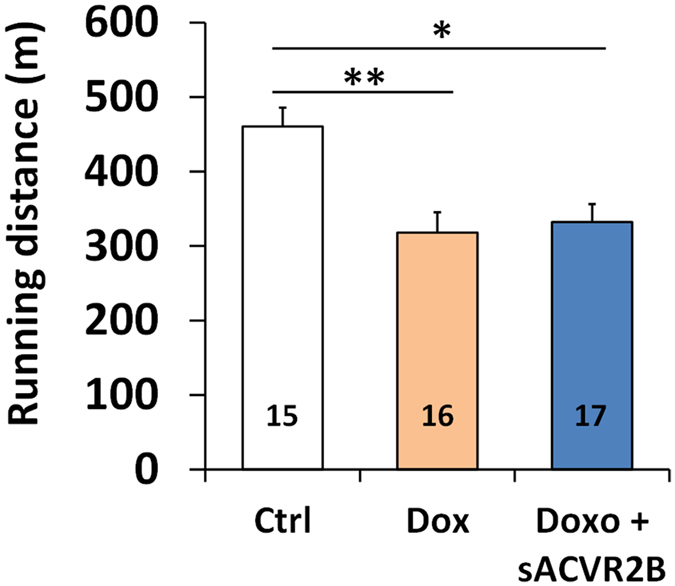
Doxorubicin-treated mice had significantly impaired running capacity with no effect of sACVR2B-Fc. Distance covered in an incremental treadmill running test until exhaustion. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01 (Bonferroni).

**Figure 5:**
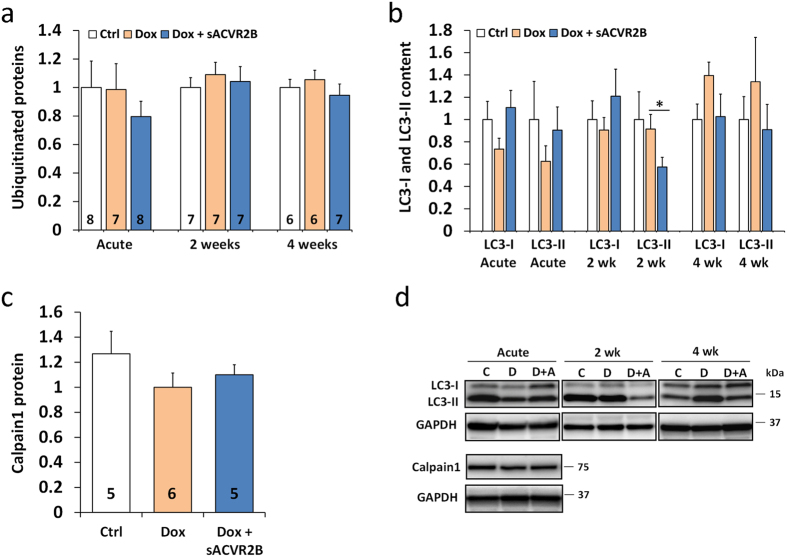
Doxorubicin administration did not cause marked alterations in the markers of ubituitin-proteasome system, autophagy or calpain1 content. Time-course of protein ubiquitination (**a**) and LC3-I and -II content (N = 5–9/group) (**b**) relative to Ctrl and calpain1 content at 20 h relative to Dox (**c**) in TA muscles. (**d**) Representative blots of LC3 and calpain1. Data are presented as mean ± SEM. *P < 0.05 (Mann-Whitney U). C = Ctrl; D = Dox; D+A = Dox+sACVR2B.

**Figure 6:**
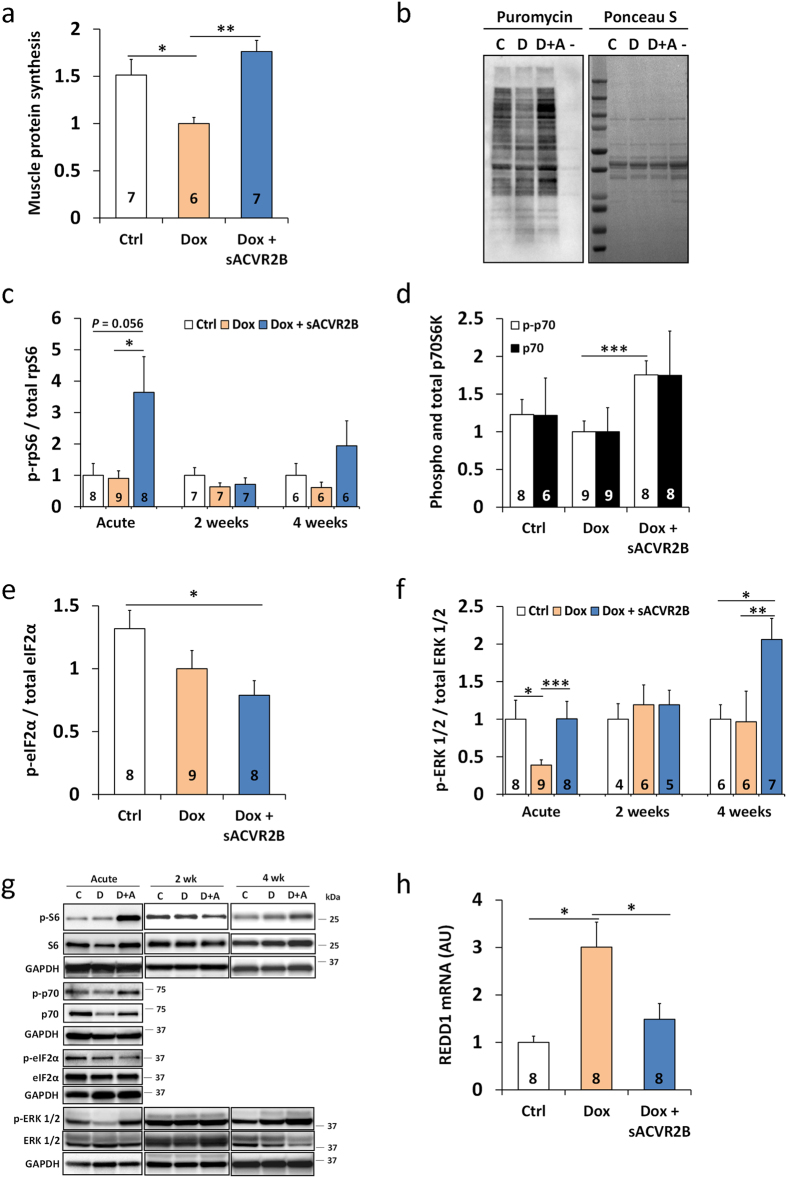
Doxorubicin administration resulted in decreased muscle protein synthesis that was restored by sACVR2B-Fc. (**a**) Muscle protein synthesis relative to Dox analysed with puromycin incorporation method and (**b**) representative blot (left) with Ponceau S staining (right). (− = negative control for puromycin). (**c**) Time-course of rpS6 phosphorylation at Ser240/244 relative to Ctrl in TA muscle. p70S6K (Thr389) (**d**) and eIF2α (Ser51) (**e**) phosphorylation response 20 hours after a single dose of doxorubicin relative to Dox. (**f**) Time-course of ERK 1/2 phosphorylation at Thr202/Tyr204 relative to Dox in TA muscle. (**g**) Representative blots of rpS6, p70S6K, eIF2α and ERK 1/2. (**h**) REDD1 mRNA expression normalized to 36b4 expression relative to Ctrl in TA muscle 20 hours after a single dose of doxorubicin. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 (Bonferroni (**a**;**h**), Mann-Whitney U -test (**c**–**f**)).

**Figure 7:**
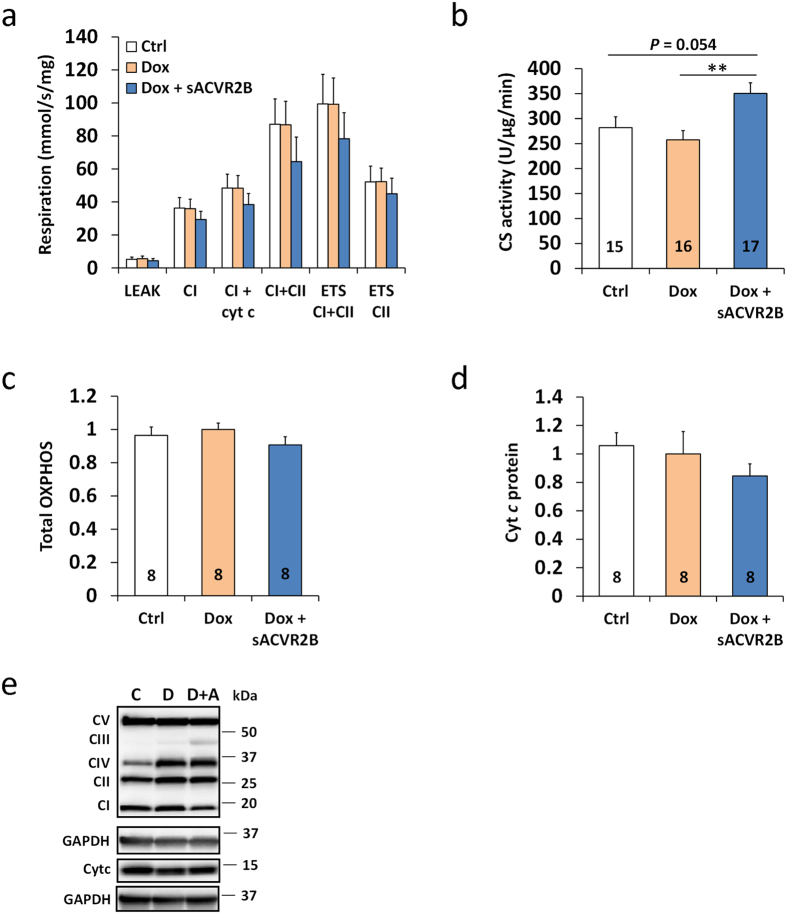
Doxorubicin administration did not affect mitochondrial function or markers of mitochondrial content in skeletal muscle. (**a**) Mitochondrial respiration in homogenized TA muscle with carbohydrate substrates (N = 7–8/group). Cyt c = cytochrome *c*; CI/II = complex I/II; ETS = electron transfer system. (**b**) Citrate synthase (CS) activity measured from TA muscle. Quantification of total content of mitochondrial respiratory chain subunits (**c**) and cytochrome *c* (Cyt *c*) relative to Dox (**d**) and representative blots (**e**). Data are presented as mean ± SEM. **P < 0.01 (Bonferroni (**a**–**b**), Mann-Whitney U (**c**–**d**)).

**Figure 8:**
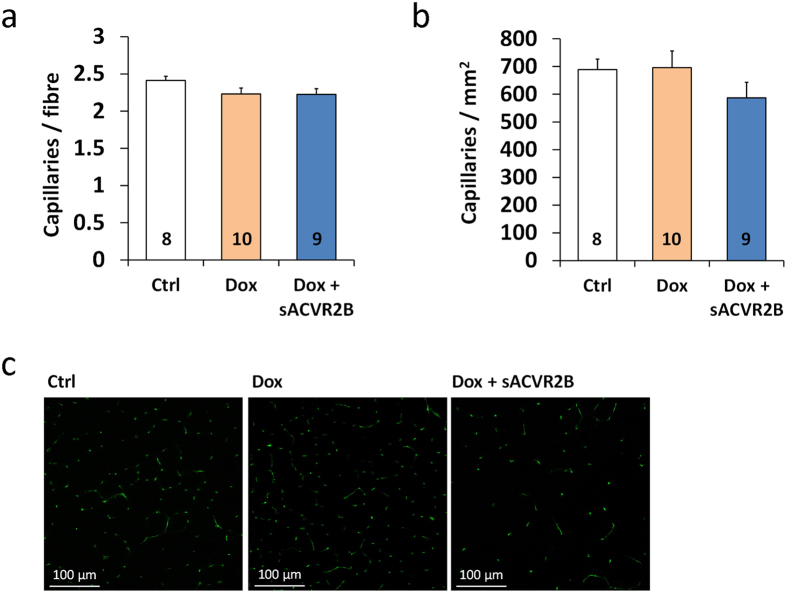
Doxorubicin administration did not affect skeletal muscle capillary density. Quantification of the capillary-to-fibre ratio (**a**) and the number of capillaries per muscle area (**b**) in TA muscle. (**c**) Representative immunofluorescence images of CD31/PECAM-1 staining for capillaries. Notice that the representative capillary images are from exactly the same location as the dystrophin staining in Fig. 2c. Data are presented as mean ± SEM. *P < 0.05 (Bonferroni).

**Table 1:** Atrogenes previously altered by systemic diseases in mice (fasting, tumor, uremia, diabetes mellitus) as well as disuse^28^.

Accession no.	Gene	Dox vs. Ctrl		Dox + sACVR2B vs. Dox	
		FC	*P* adj.	FC	*P* adj.
Protein degradation					
NM_001039048.2	MuRF1	1.01	0.979	0.72	0.322
NM_026346.1	Fbxo32	1.81	0.200	0.46	0.196
NM_009984.2	Ctsl	0.99	0.976	0.97	0.931
NM_011971.4	Psmb3	1.04	0.564	1.03	0.841
NM_026545.2	Psmd8	0.89	0.134	1.27	0.041*
NM_178616.2	Psmd11	1.02	0.859	0.95	0.882
NM_008945.2	Psmb4	1.07	0.439	0.97	0.884
XM_001479832.1	UBC	1.07	0.469	0.95	0.848
NM_021522.2	Usp14	1.06	0.797	1.09	0.898
NM_134013.3	Psme4	1.12	0.434	0.87	0.367
NM_011664.3	Ubb	1.14	0.133	0.96	0.737
XM_284425.1	Uba52	1.00	0.986	1.02	0.955
NM_011965.2	Psma1	1.02	0.911	1.00	0.989
NM_001033865.1	Rps27a	1.02	0.924	1.09	0.805
Glycolysis					
NM_145614.3	DLAT	0.99	0.966	1.04	0.914
NM_010699.1	Ldha	1.03	0.789	1.04	0.783
NM_011079.2	Phkg1	0.93	0.561	0.94	0.881
NM_009415.1	Tpi1	0.93	0.613	1.09	0.724
NM_023418.2	Pgam1	0.98	0.877	1.02	0.959
NM_018870.2	Pgam2	0.87	0.297	1.03	0.942
ATP synthesis					
NM_007505.2	Atp5a1	1.02	0.953	1.00	1.000
NM_198415.2	Ckmt2	1.10	0.404	0.95	0.805
NM_028388.1	Ndufv2	0.99	0.960	0.98	0.967
NM_026255.4	Slc25a6/Slc25a26	1.00	1.000	0.95	0.800
NM_145518.1	Ndufs1	0.99	0.955	1.04	0.817
NM_008618.2	Mdh1	1.01	0.970	0.94	0.825
Other					
NM_011830	IMPDH2	0.99	0.983	1.03	0.968
NM_024188.5	Oxct1	1.17	0.163	0.81	0.043*
Transcription					
NM_009372.2	Tgif1	1.22	0.285	0.69	0.151
NM_019739	Foxo1	1.73	0.021*	0.76	0.567
XM_001478948.1	Ezh1	1.06	0.585	0.96	0.884
NM_009716.2	Atf4	1.00	0.995	0.95	0.931
NM_008416.1	Junb	0.98	0.979	1.08	0.941
Translation					
XR_033381.1	Sat	1.11	0.518	0.95	0.903
NM_007918.3	Eif4ebp1	1.14	0.601	1.11	0.844
NM_013506	Eif4a2	0.98	0.908	1.01	0.984
AK019693	Eif4g3	1.00	0.987	0.96	0.850
NM_027204.2	Mrpl12	0.87	0.171	1.16	0.125
Extracellular matrix					
NM_008495.1	Lgals1	0.95	0.888	1.06	0.924
NM_015784.2	OSF-2/Postn	1.01	0.953	0.97	0.868
NM_007742.2	Col1a1	0.85	0.401	0.76	0.792
NM_007737.2	Col5a2	0.98	0.795	1.03	0.884
NM_007993	Fbn1	0.79	0.491	1.05	0.964
NM_010233.1	Fn1	0.96	0.872	0.82	0.326
Miscellaneous					
NM_013602.2	Mt1	1.11	0.774	1.15	0.696
NM_019930.1	RANBP9	1.19	0.213	0.95	0.857
NM_009974.2	Csnk2a2	0.91	0.461	1.03	0.940
NM_016792	TXNL	1.01	0.969	1.00	0.993
NM_013494.2	CPE	1.02	0.937	0.90	0.449
NM_013645.3	Pvalb	0.87	0.208	1.02	0.948
NM_008409.2	Itm2a	0.92	0.736	1.26	0.192
NM_053078.3	Nrep/P311	0.88	0.672	0.73	0.199

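By heading of Table 1, 5 of 9 measured protein degradation genes, 5 of 6 glycolysis genes, 2 of 5 ATP synthesis genes and 2 of 4 translation genes were above 0 in the libraries labelled Dox against Ctrl. The 4 measured transcription genes were all below 0, as were 3 of 4 extracellular matrix genes. In the libraries labelled Dox + sACVR2B against Dox, the 4 extracellular matrix genes were above 0 and 5 of 6 glycolysis genes below. No heading with at least 5 measured genes passed as a set, with an adjusted p from GSEA run with fgsea of 0.377 for protein degradation, 0.731 for glycolysis and 0.809 for ATP synthesis in the first comparison. Whether these counts are of treated against untreated muscle depends on labels in doubt.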

No common changes in muscle were observed due to doxorubicin or sACVR2B-Fc on atrogenes involved in protein degradation, energy production, growth transcription/translation, genes coding extracellular matrix proteins or other genes. FC = fold change and *P* adj. = adjusted p-value using the Benjamini and Hochberg (false discovery rate, FDR) method. *P < 0.05.

# Supplementary material for: Systemic blockade of ACVR2B ligands prevents chemotherapy-induced muscle wasting by restoring muscle protein synthesis without affecting oxidative capacity or atrogenes
**Source:** Sci Rep. 2016 Sep 26;6:32695. doi: 10.1038/srep32695

Systemic blockade of ACVR2B ligands prevents chemotherapy-induced muscle wasting by restoring muscle protein synthesis without affecting oxidative capacity or atrogenes

Nissinen TA¹, Degerman J², Räsänen M², Poikonen AR¹, Koskinen S³, Mervaala E⁴, Pasternack A⁵, Ritvos O^{5,6}, Kivelä R², Hulmi JJ^{1,6*}.

Supplementary information

Supplementary methods

qPCR. 

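Rplp0, which encodes the ribosomal stalk protein 36b4, and Gapdh were measured on the arrays at very different signals, and their spread needs no labels of the libraries. Over the 15 libraries Rplp0 had an SD of 0.123 on the log2 scale and ran from 8.50 to 8.96. Gapdh, a glycolytic enzyme gene of high signal, had an SD of 0.0988 and ran from 14.16 to 14.51. Of the 11458 named genes, 10.5% had a smaller SD than Rplp0 and 3.30% a smaller SD than Gapdh. Because Gapdh lies near the top of a quantile-normalized scale, the SDs do not rank the stability of the genes. Rn18s was not analysed here.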

Three housekeeping genes (Gapdh, 36b4 and Rn18s) were analysed of which the most stable in both PCR and microarray analysis (36b4) was used for normalization. The used primers are listed below (Supplementary Table S1).

MuRF1 primers were kindly provided by Dr Maarit Lehti.

Supplementary Table S1. The sequences of primer pairs used in real-time qPCR.

Transcript	Strand	Sequence, 5'-3'
36B4	Forward	GGCCCTGCACTCTCGCTTTC
36B4	Reverse	TGCCAGGACGCGCTTGT
MuRF1	Forward	GCTCAGAGAGCAGGGACTAG
MuRF1	Reverse	AAAGCACCAAATTGGCATAC
REDD1 (DDIT4)	Forward	GCCTCTGGGATCGTTTCTCG
REDD1 (DDIT4)	Reverse	GGTCAAGGCCCTCTTCTCTG
GAPDH	Forward	AACTTTGGCATTGTGGAAGG
GAPDH	Reverse	GGATGCAGGGATGATGTTCT
PGC1 α _ex1a	Forward	CATGTGCAGCCAAGACTCTG
PGC1 α _ex1a	Reverse	ACACCACTTCAATCCACCCA
PGC1 α _ex1b	Forward	CCATGGATTCAATTTTGAAATGTG
PGC1 α _ex1b	Reverse	GTTCGCAGGCTCATTGTTGT
PGC1 α _ex1c	Forward	AAGTGAGTAACCGGAGGCATTC
PGC1 α _ex1c	Reverse	TTCAGGAAGATCTGGGCAAAGA
PGC-1 β	Forward	CAGGGTGGGGACTCTGGA
PGC-1 β	Reverse	GAAGAGCTCGGAGTCATCGG
Rn18S	Forward	GCAATTATTCCTCATGAACG
Rn18S	Reverse	GGCCTCACTAAACCATCCAA
trunc-PGC-1 α	Forward	TCACACCAAACCCACAGAAA
trunc-PGC-1 α	Reverse	CTGGAAGATATGGCACAT

Microarray. The data analysis was performed as previously described¹. The differentially expressed genes in the microarray data between were detected using Chipster software and the raw p-values were adjusted using the Benjamini and Hochberg (false discovery rate, FDR) method. 

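No gene reached these thresholds in any comparison of the 15 libraries by label. By limma, 0 of 21307 probes had an adjusted p under 0.05 in the libraries labelled Dox against Ctrl, where 2130 had an unadjusted p under 0.05, 1023 of them higher and 1107 lower. The smallest adjusted p was 0.208 and was shared by several probes, among them those of Esam and Tek, genes of endothelial junctions and of the angiopoietin receptor, with log2 fold changes of -0.54 (standard error 0.11) and -0.47 (standard error 0.09). For the libraries labelled Dox + sACVR2B against Dox, limma called 0 probes and 881 had an unadjusted p under 0.05. Gpx3, a secreted glutathione peroxidase, was among those of the smallest adjusted p, with a log2 fold change of 0.59 (standard error 0.12, adjusted p = 0.990 from limma). No other test of single probes was run. A fold of at least 1.5 was seen at 200 probes in the first comparison and 87 in the second. Without the library labelled Ctrl 5 the first comparison had 2 called probes, of Mtfmt (log2 fold change 0.64) and of a transcript without a listed gene (-1.20), and the labels behind all of these counts are in doubt.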

The genes with an adjusted $P < 0.05$ and with absolute fold change ≥ 1.5 were considered to be differentially expressed. Enrichment of functionally related genes was first performed using a non-biased method by Gene Set Enrichment Analysis software (GSEA; Version 2.0)² as earlier¹. We generated an atrogene gene set of “common atrogenes” in many murine atrophied muscles³. The collection used was the Canonical Pathways, Biocarta, KEGG and Reactome (<http://www.broadinstitute.org/gsea/msigdb/collections.jsp>). The number of permutations by gene set was set to 1000 and gene sets with at least 10 and no more than 500 genes were taken into account in each analysis. Each analysis was carried out five times and all the results were averaged into a single value.

Antibodies used in western blotting. To study phosphorylation of proteins of interest, antibodies recognizing phosphorylated Akt at Ser473, rpS6 at Ser240/244, p70S6K1 at Thr389, ERK1/2 MAPK at Thr202/Tyr204, AMPK α at Thr172, eIF2 α at Ser51, 4E-BP1 at Thr37/46, FoxO1 at Ser256 (Cell Signaling Technology) were used. In addition, total proteins of Akt, rpS6, p70S6K1, ERK1/2, AMPK, eIF2 α , 4E-BP1 and FoxO1 were analysed using specific antibodies (Cell Signaling Technology). This was conducted by reprobing the membrane after careful stripping of the membrane with Restore Western Blot Stripping Buffer (Pierce/ThermoFisher Scientific). The same reprobing protocol was used to detect GAPDH (Abcam) that was used as a loading control along with Ponceau S staining. Moreover, specific antibodies against LC3 (Sigma Aldrich), calpain1 (Cell Signaling Technology), PGC-1 α (C-terminal, Calbiochem), cytochrome *c* (Santa Cruz Biotechnology), porin/VDAC1 (Calbiochem) were used to study these proteins. Additionally, relative levels of the mitochondrial OXPHOS complexes were analysed using an antibody cocktail against subunits of the five OXPHOS complexes (Abcam). Ubiquitinated proteins were detected with a horseradish peroxidase-conjugated anti-ubiquitin antibody (Santa Cruz Biotechnology). Finally, to analyse puromycin incorporation, the mouse monoclonal anti-puromycin antibody (clone 12D10, a generous gift from Dr Philippe Pierre) was used.

Associations between the measured variables. A computationally determined network was created between different variables. For this, a Katiska/Himmeli software using in GNU Octave program environment (<http://www.finndiane.fi/software/katiska/>) was used⁴.

References

1. Kainulainen, H. *et al.* Myostatin/activin blocking combined with exercise reconditions skeletal muscle expression profile of mdx mice. *Mol. Cell. Endocrinol.* **399**, 131-142 (2015).
2. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. U. S. A.* **102**, 15545-15550 (2005).
3. Sachek, J. M. *et al.* Rapid disuse and denervation atrophy involve transcriptional changes similar to those of muscle wasting during systemic diseases. *FASEB J.* **21**, 140-155 (2007).
4. Makinen, V. P. *et al.* Network of vascular diseases, death and biochemical characteristics in a set of 4,197 patients with type 1 diabetes (the FinnDiane Study). *Cardiovasc. Diabetol.* **8**, 54-2840-8-54 (2009).

Supplementary Figures

Figure legends

Figure S1. Doxorubicin administration resulted in decreased muscle weights that were restored by sACVR2B-Fc treatment. Absolute tissue weights of TA (a), gastrocnemius (GA) (b) and soleus (c) muscles and epididymal fat pads (d). The figure 1 expressed these relative to tibial length, which did not differ between the groups (e). N sizes are depicted in the bar graphs. Data are presented as mean $\pm$ SEM. * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$ (Bonferroni).

Figure S2. Gene set enrichment analysis from micro array data of gene sets of Common atrogenes (a-b) and proteasome (c-d) after single acute doxorubicin administration.

Figure S3. Changes in phosphorylated (Ser26) and total FoxO1 protein relative to Dox (a), Murf1 mRNA by qPCR relative to Ctrl (b), p-Akt(Ser473)/total Akt (c) and p-4EBP1(Thr37/46)/4EBP1 relative to Dox (d) after a single acute doxorubicin administration. N sizes are depicted in the bar graphs. Data are presented as mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$ (Mann-Whitney U (a, c, d); Bonferroni (b)).

Figure S4. Gene set enrichment analysis from micro array data of gene sets of autophagy (a-b) and apoptosis (c-d) after single acute doxorubicin administration.

Figure S5. Doxorubicin did not affect electron transport chain proteins or PGC-1 α protein. Contents of porin/VDAC1 protein (a), electron transport chain subunits (b–f) and PGC-1 α protein (g) relative to Dox in TA muscle analysed with Western blotting. Representative blots for porin/VDAC1 and PGC-1 α (h). N sizes are depicted in the bar graphs. Data are presented as mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$ (Mann-Whitney U).

Figure S6. No changes in PGC-1 α mRNA after 4 weeks experiment. mRNA expression of PGC1-1 α splice variants derived from exon 1a (a), exon 1b (b) and exon 1c (c), and total N-truncated PGC-1 α (d). N sizes are depicted in the bar graphs. Data are presented as mean $\pm$ SEM. No differences between the groups (Bonferroni).

Figure S7. Changes in blood haemoglobin and haematocrit at 2 weeks (a, b) and 4 weeks (c, d) of doxorubicin administration. N sizes are depicted in the bar graphs. Data are presented as mean $\pm$ SEM. $**P < 0.01$ (Bonferroni).

Figure S8. Changes in body and tissue masses in response to tumour (LLC), doxorubicin or sACVR2B-Fc.

Body weights (a, b) and masses of TA (c), GA (d), epididymal fat (e) and tumour (f) normalized to tibial length (TL) as well as changes in lean (g) and fat (h) mass. The cumulative dose of doxorubicin was only 12 mg/kg compared with 15–24 mg/kg in the experiments in non-tumour-bearing mice. N sizes are depicted in the bar graphs. Data are presented as mean $\pm$ SEM. $*P < 0.05$, $**P < 0.01$, $***P < 0.001$ (Bonferroni), except for Fig c, in which different letter (a, b) denotes a significant difference ($P < 0.05$, Bonferroni).

Figure S9. Correlations. mTORC1 and protein synthesis were increased in response to sACVR2B-Fc while REDD1 was acutely increased in response to a single injection of doxorubicin. The first figure thus includes Dox and Dox + sACVR2B groups while the second one control mice and doxorubicin-injected mice. These correlations were statistically significant ($P = 0.013$ and $P = 0.034$, respectively).

Fig. S1

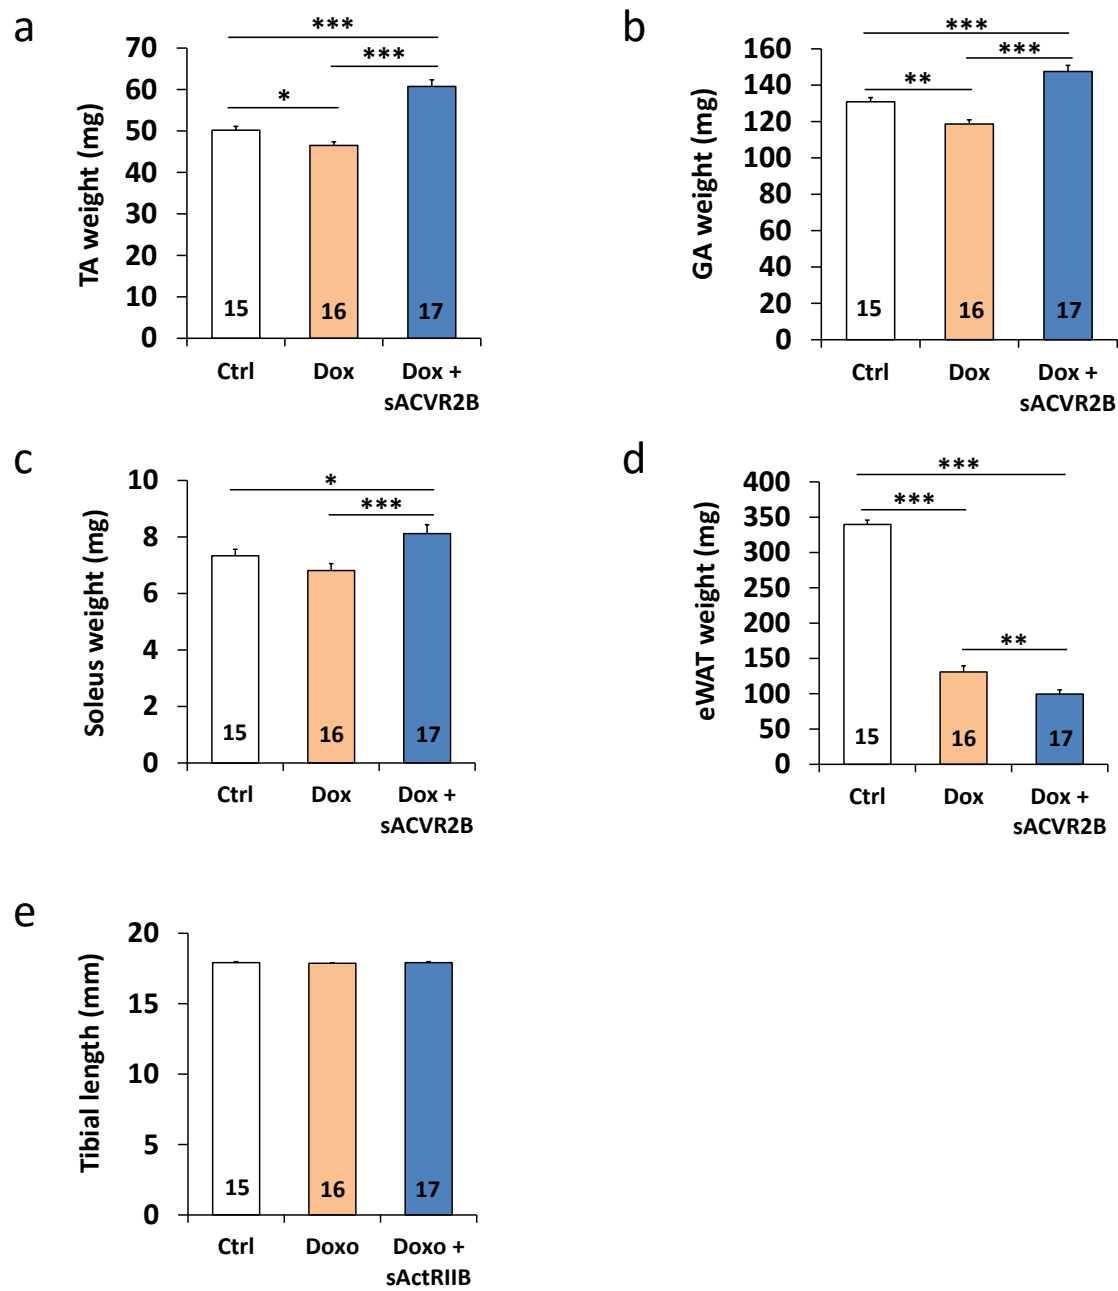

Fig. S2

Common Atrogenes

a Genes regulated (Dox vs. control)

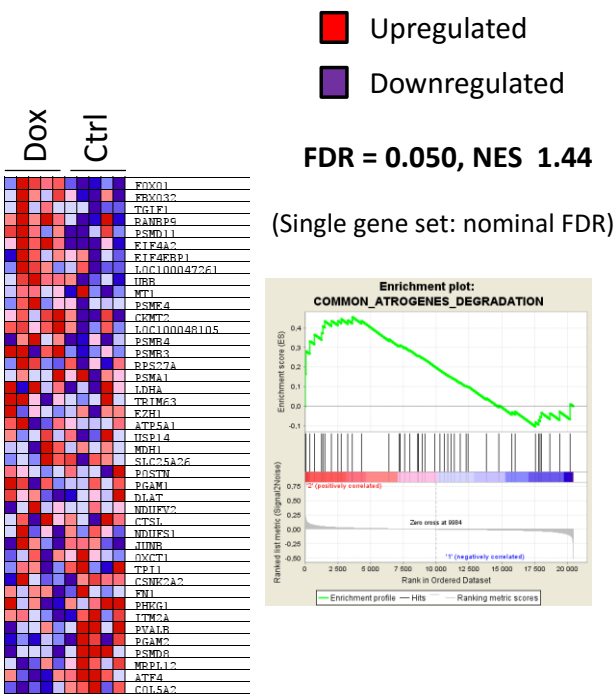

b Genes regulated (Dox + sACVR2B vs. Dox)

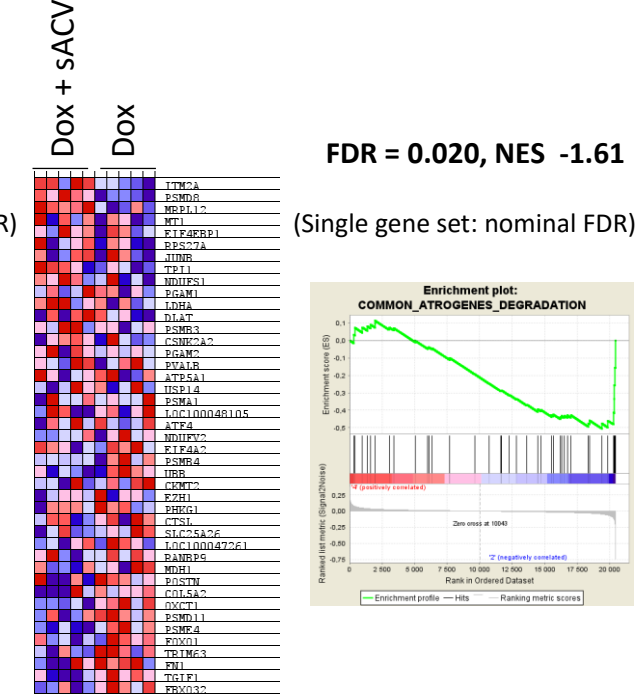

KEGG PROTEASOME

c Genes regulated (Dox vs. Ctrl)

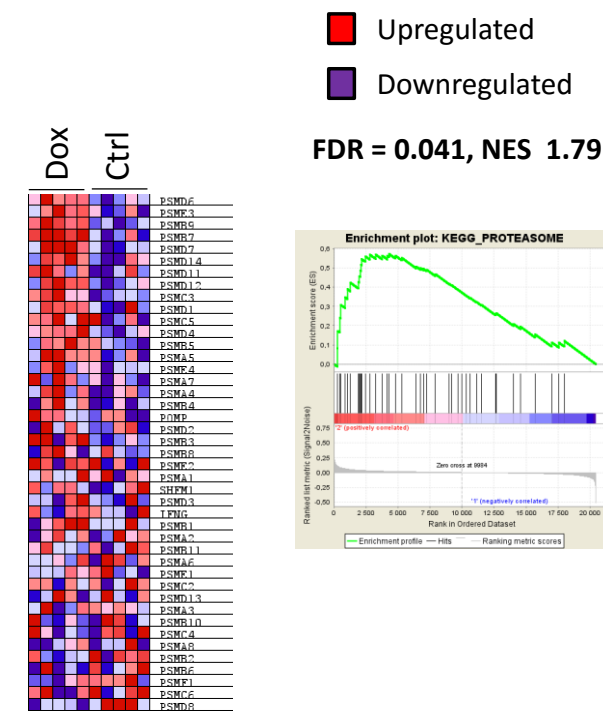

d Genes regulated (Dox + sACVR2B vs. Dox)

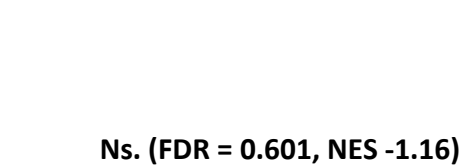

Fig. S3

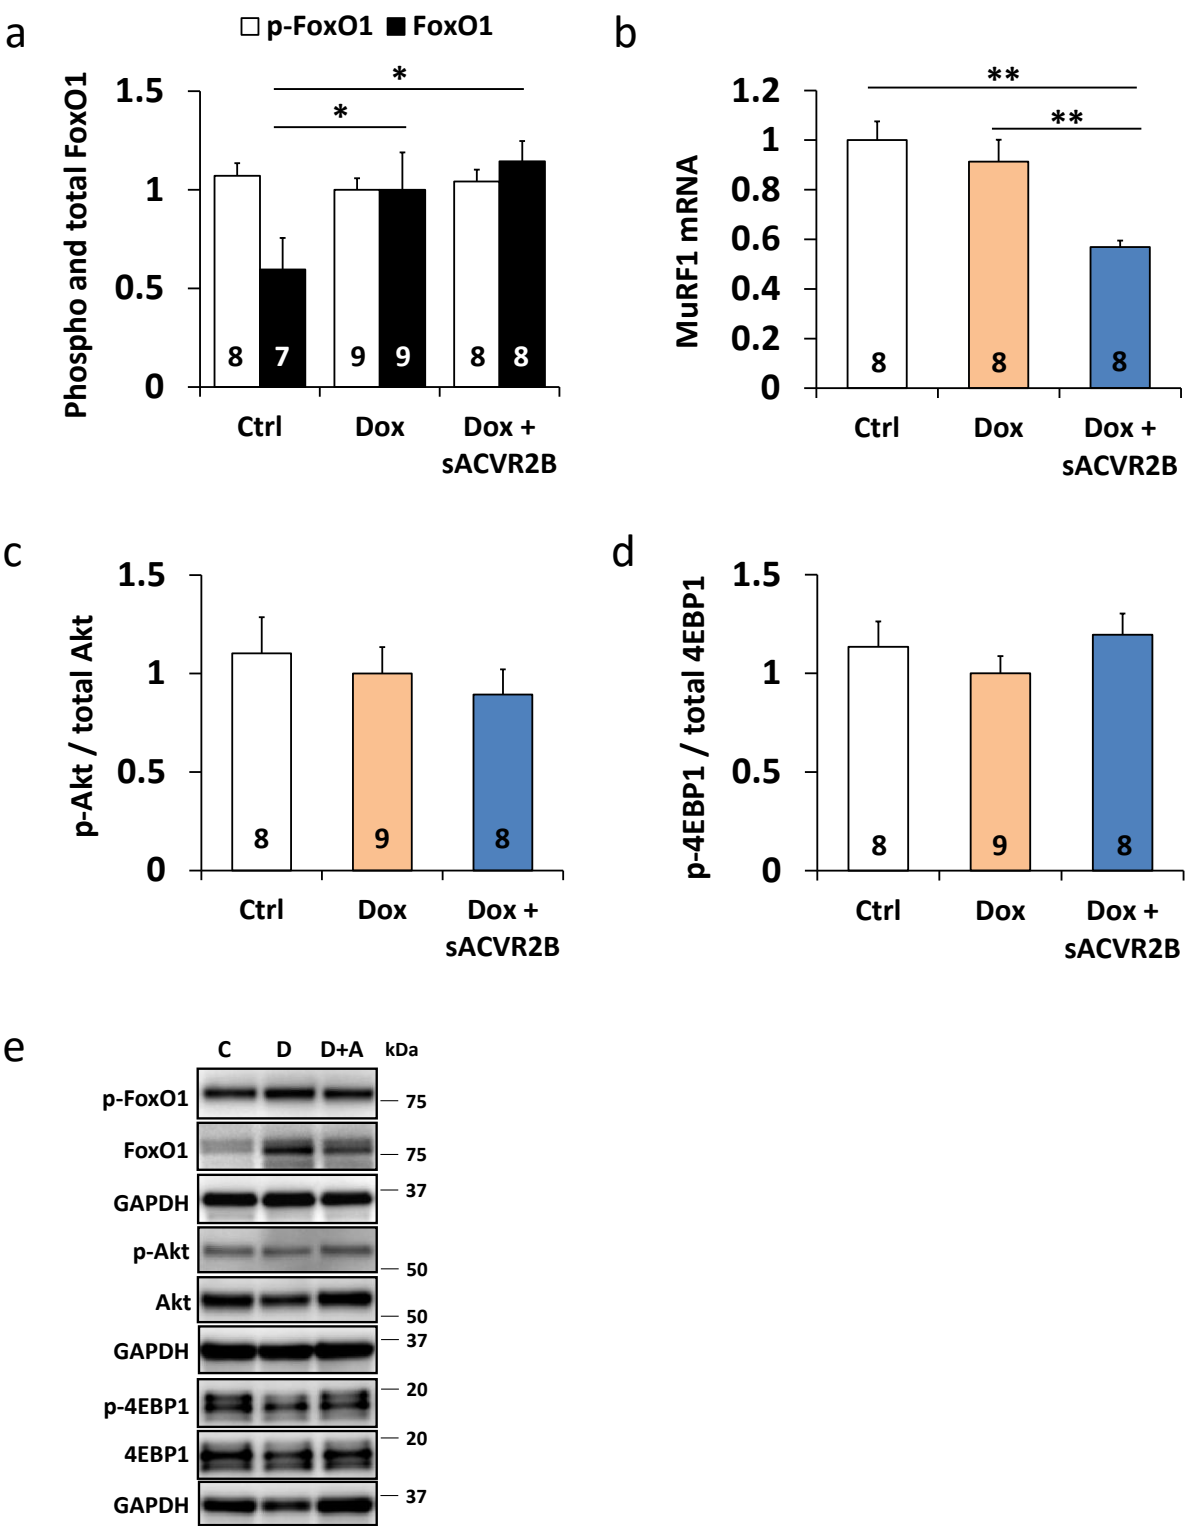

Fig. S4

KEGG REGULATION OF AUTOPHAGY

a Genes regulated (Dox vs. Ctrl)   b Genes regulated (Dox + sACVR2B vs. Dox)

Upregulated
Downregulated

Ns. (FDR = 0.477, NES 1.15)

Ns. (FDR = 0.477, NES -1.39)

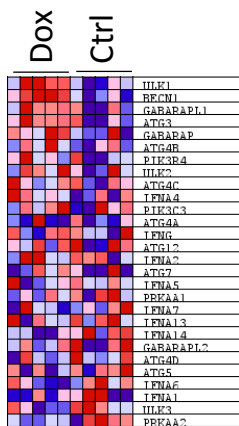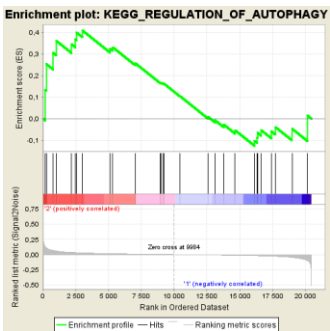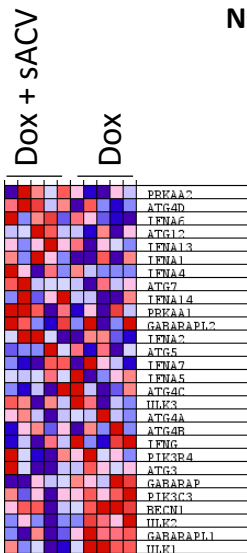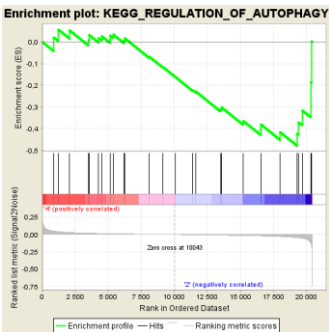

REACTOME INTRINSIC PATHWAY FOR APOPTOSIS

c Genes regulated (Dox vs. Ctrl)   d Genes regulated (Dox + sACVR2B vs. Dox)

Upregulated
Downregulated

FDR = 0.011, NES 1.93

Ns. (FDR = 0.601, NES -1.16)

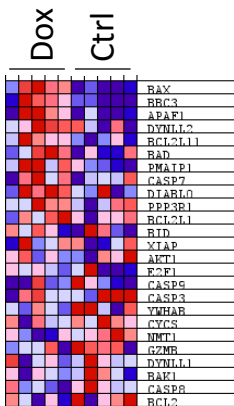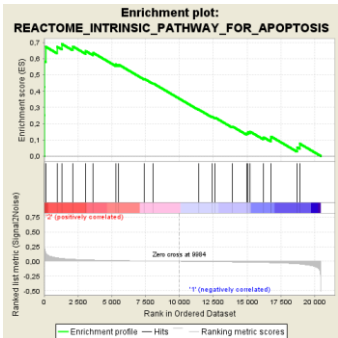

Fig. S5

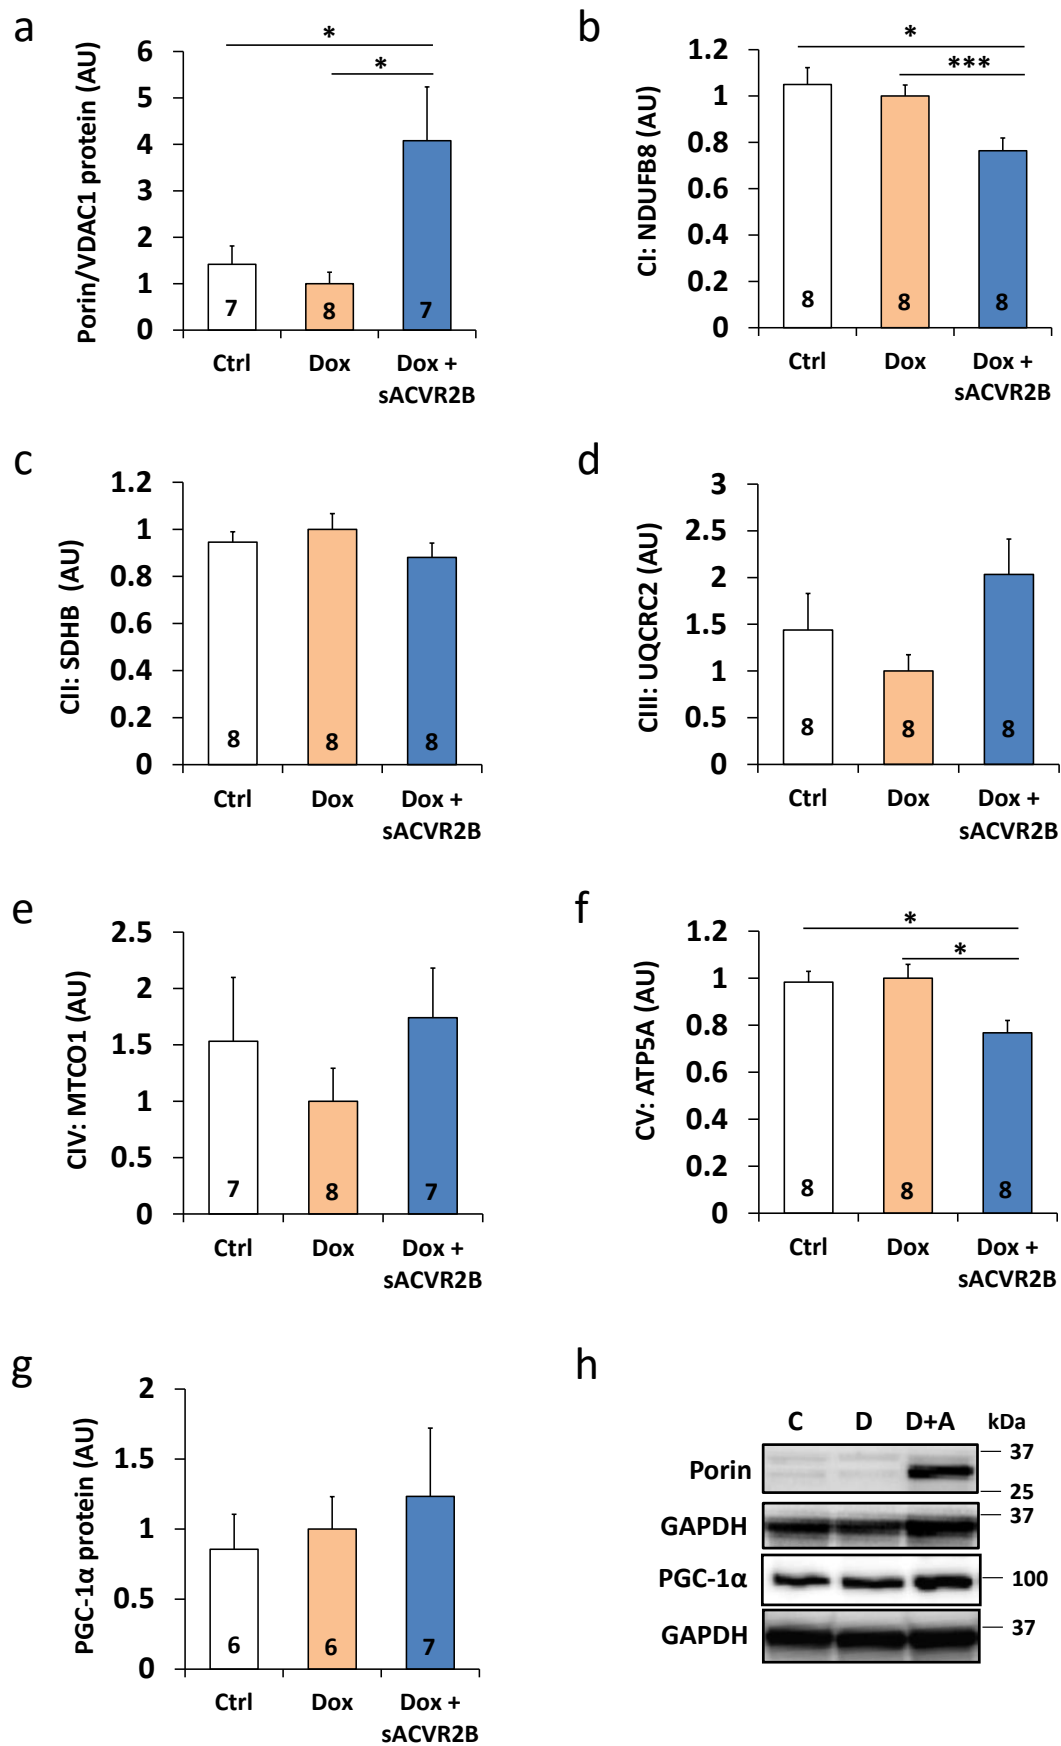

Fig. S6

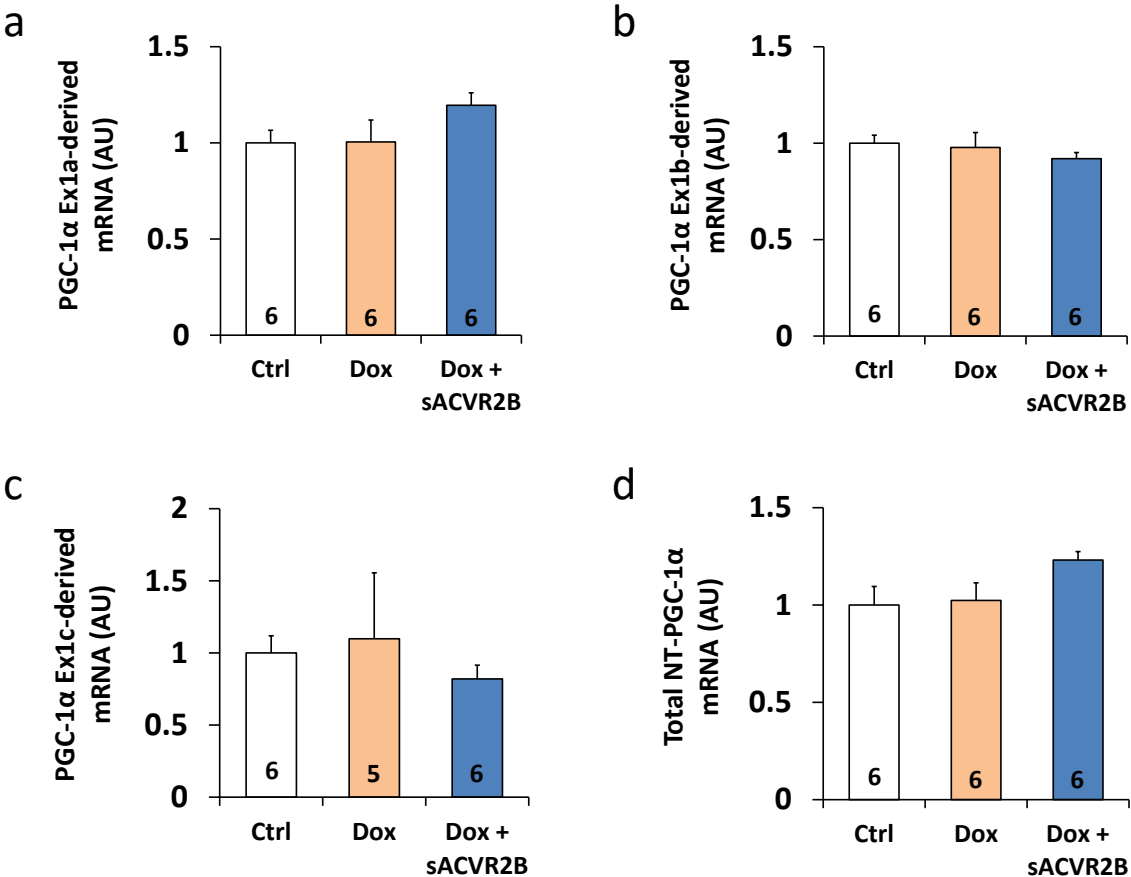

Fig. S7

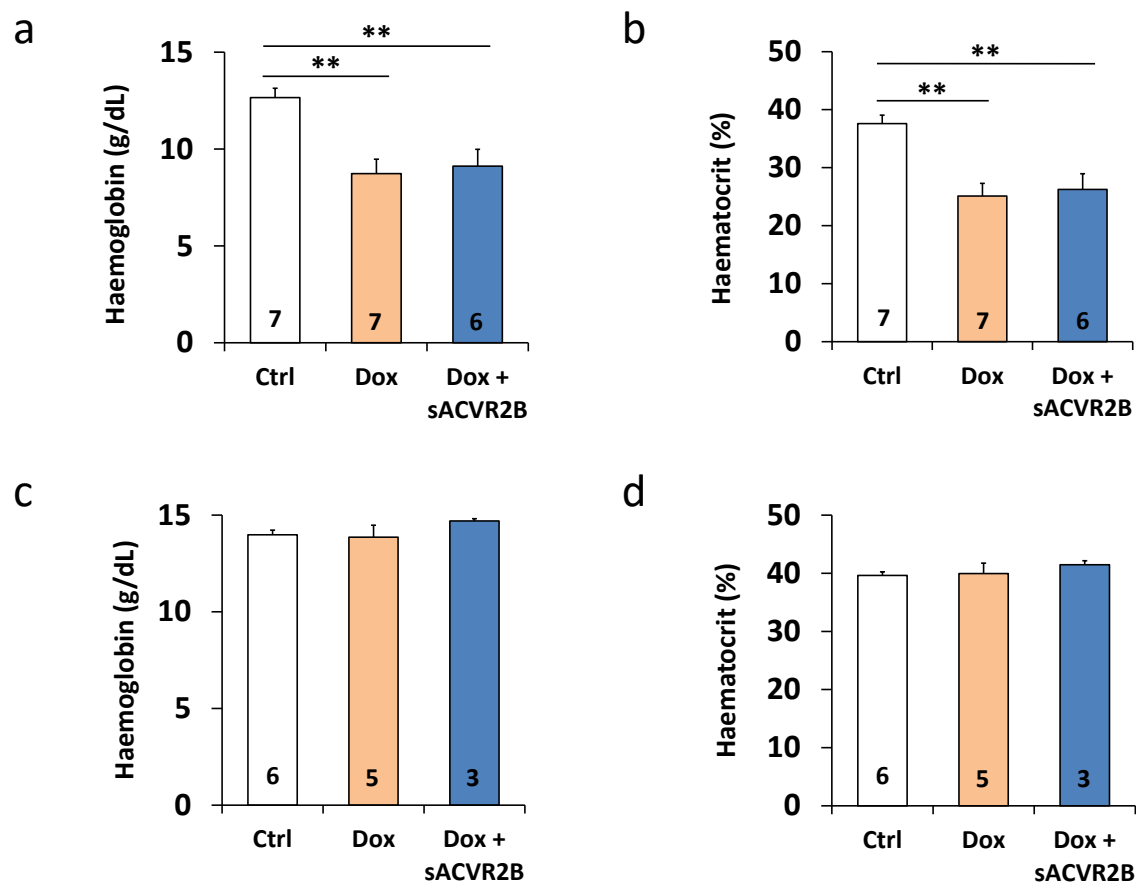

Fig. S8

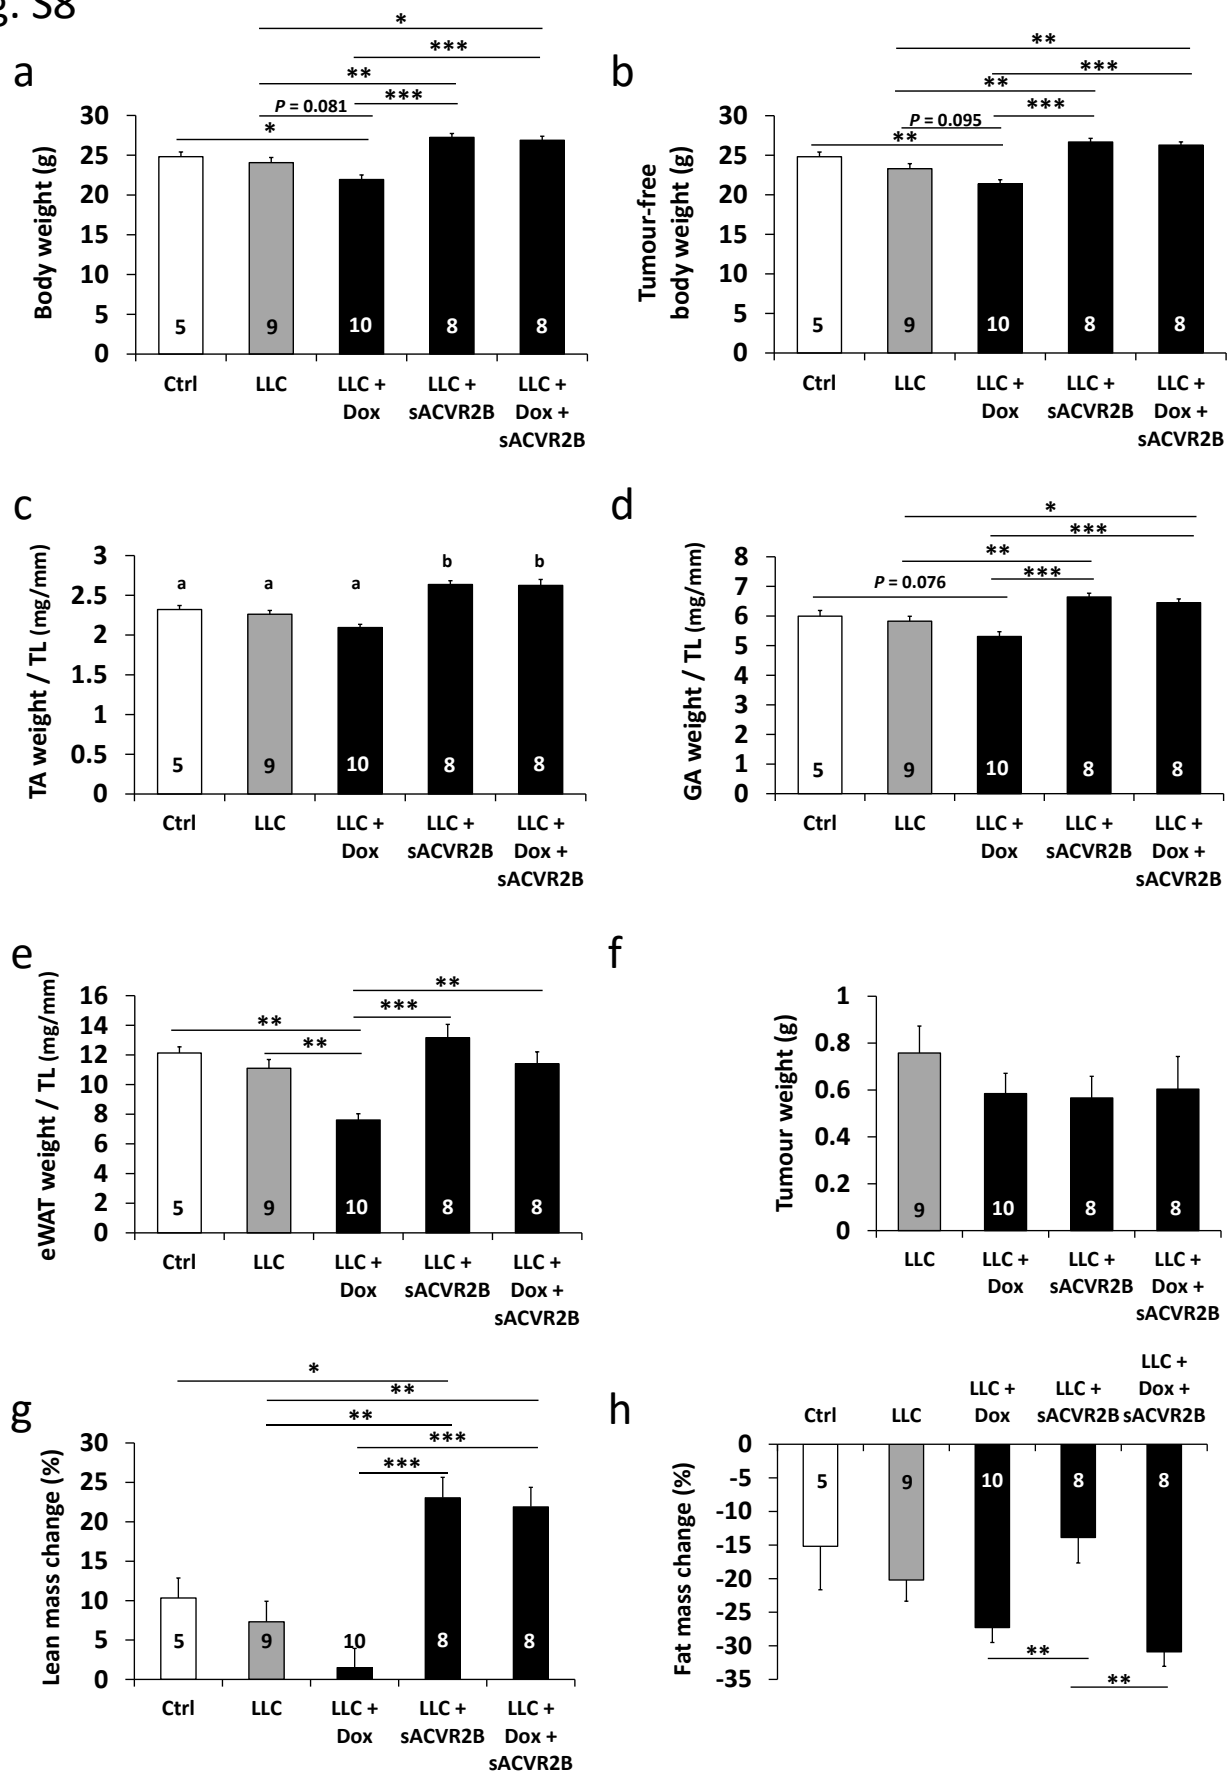

Fig. S9

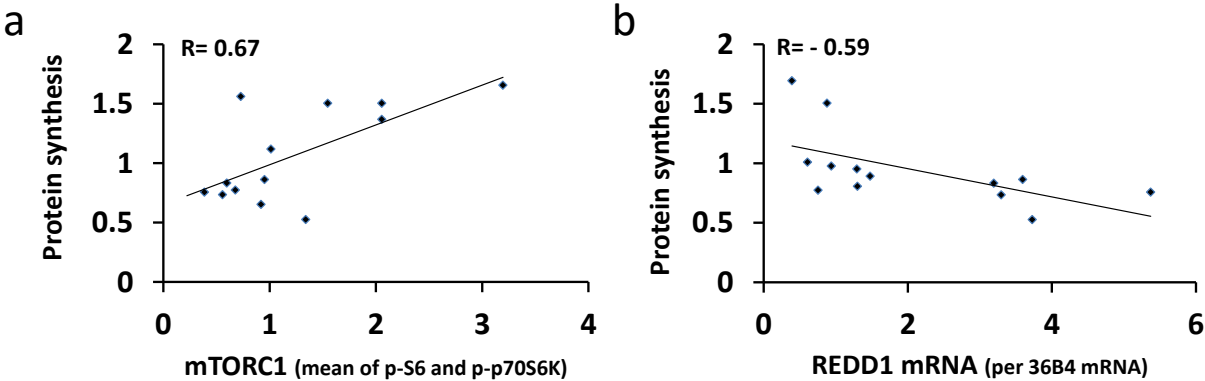

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

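RNA of the TA muscles of 15 mice, 5 labelled for each of 3 groups (Ctrl, Dox, Dox + sACVR2B), had been measured on Illumina bead arrays. The deposited values are signal intensities on a linear scale, which the authors had background-subtracted and quantile-normalized over the arrays. They are not log2 values, and 34.0% of them are below 0. A further set of non-normalized values, with 30 columns of signals and detection p-values, carries column names that match no sample label and was not used here. Steps planned on those values were therefore replaced: the deposited normalized values became the data, and the filter by detection p became a filter by noise.
Gene names came from the probe annotation of the platform. Of 45281 probes, 34885 were listed with 1 gene, 18 with several and 10378 with none, and the gene of 34807 was found in the reference annotation. The negative values gave a noise SD of 7.52, and a probe was kept if its signal was above 12.4 in at least 5 arrays, which left 21307 probes. An offset of 50 was added before taking log2. A gene was represented by its probe of the highest mean signal, giving 11458 genes. Signal above noise at 43.8% to 43.9% of probes per array, the number of arrays and the spread between libraries of 1 label limit the precision.
Groups were compared with limma (version 3.58.1 in R 4.3.3), by a linear model with the 3 groups and moderated statistics, two-sided, with Benjamini-Hochberg adjustment over all kept probes and calls at an adjusted p under 0.05. The paper's thresholds add a fold of at least 1.5. Gene lists were tested with GSEA in fgsea (version 1.28.0) on genes ranked by signal to noise, with 10000 permutations of gene sets, seed 1 and lists of at least 5 measured genes. Each SD was raised to a floor, a fixed share of the group's mean log2 level. On this scale the floor lay above the SDs of genes such as Fbxo32, Foxo1 and Trim63. Their ranks therefore follow the difference relative to the level, not the spread. The 40 lists and the 4 headings of Table 1 of at least that size, 44 sets in all, were adjusted together, and counts of lists past the threshold are of the 40. Lists other than the genes of Table 1 were written from general knowledge of the pathways before the data were examined, and are not the sets of the paper's collections. Camera with a preset correlation of 0.01 or an estimated correlation, and fry, both in limma, were also run. Plots were drawn with matplotlib 3.10.9.
Before the data were examined, the named genes were set to be those the paper names, the 10 largest rises and falls among called genes, and from each list up to 4 members, or the 2 of smallest p where none was called. The values of Table 1 had then been seen. Mtfmt, and Cdkn1a, Gtse1, Fas, Mdm2 and Ccng1 as a check on labels, were singled out after their values were seen.
The procedure was tested on simulated data for the comparison of Dox with Ctrl over 21307 probes. With independent noise it recovered 65% of probes changed by 1.5-fold and 89% of those changed by 2-fold, with 7 false calls. With folds put into the arrays labelled Dox, after the measured difference of the means was removed, it recovered 74% and 97% with 0 false calls from limma. In both tests the folds were added on the log2(signal + 50) scale to probes drawn at random. A fold in the signal of a dim probe is smaller on that scale, so the shares overstate its recovery. Nor do they hold for a single gene of wide spread, such as Ddit4. A list of 40 genes planted in the data of independent noise had a normalized enrichment score of 3.04 (adjusted p = 0.00856 from GSEA), and 0 of 44 other lists passed. Because that noise is independent between genes, this cannot show how often lists pass by chance on the real arrays. There, other splits of the samples, which can also gather libraries low in Cdkn1a, had a median of 6 lists past the threshold for Dox against Ctrl. For Dox + sACVR2B against Dox the median was 7.
Alternatives were no filter, fits of the compared groups alone, array weights, a trended and robust prior, the replicate number as a block, other probes or the median over probes, other ranking and weighting in GSEA, single headings of Table 1, and leaving out each array. Offsets of 26 and 100, a floor at the noise threshold, a stricter noise filter and cyclic loess on the normalized values were chosen after seeing the data. No sample was left out or moved to another group.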

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

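The gap test on the values below was set before the data were examined, but the items given it, and all tests of explanations, were chosen after the values were seen. In each item 1 of 5 libraries of a label lay far from the other 4. Of 63 groups of 5 libraries tested, 6 had such a library, and chance gives about 1 in 20. The library labelled Dox 2 had a Cdkn1a level of 7.505, against 11.23 to 11.99 in the others of its label, and a mean score of adipocyte genes of 0.598, against -0.178 to -0.144. In the library labelled Dox 3 Fbxo32 was at 12.147, against 10.96 to 11.11. The library labelled Ctrl 3 had a score of -0.099 for intrinsic apoptosis genes, against 0.044 to 0.082. The library labelled Dox + sACVR2B 1 had a score of -0.001 for endothelial genes, against -0.077 to -0.058, and the library labelled Dox + sACVR2B 5 a score of 1.292 for erythroid and blood genes, against -0.434 to -0.109.
Cdkn1a levels of the 15 libraries left a gap of 2.56 on the log2 scale, between 8.68 and 11.23, where the second largest gap was 0.41. On the high side lay 3 libraries labelled Ctrl, 4 labelled Dox and 3 labelled Dox + sACVR2B. The 5 libraries on the low side, those labelled Ctrl 2, Ctrl 3, Dox 2, Dox + sACVR2B 4 and Dox + sACVR2B 5, were also the 5 lowest in the p53 targets Gtse1 (5.27 to 5.96, and 7.71 to 11.19 in the others), Fas (7.96 to 8.40, and 9.35 to 10.83), Mdm2 (10.71 to 10.89, and 11.25 to 12.16) and Ccng1 (13.32 to 13.59, and 13.68 to 14.12). An unequal drug effect among mice does not explain the 3 libraries labelled Ctrl on the high side, since those mice were given PBS. For the 3 libraries labelled Dox or Dox + sACVR2B on the low side, an unequal drug effect and a wrong label cannot be told apart, because either would leave these p53 targets low. Wrong labels of several samples are a candidate explanation that the 3 libraries labelled Ctrl on the high side leave open. A single wrong label would not account for all 3. The 5 libraries on the low side are as many as those labelled Ctrl. Another stress of the mice behind the 3 libraries labelled Ctrl on the high side was not excluded. Scores of glucocorticoid response genes, a list that holds Cdkn1a, Ddit4 and Foxo1 themselves, were 0.213, 0.370 and 0.407 in the libraries labelled Ctrl 1, Ctrl 4 and Ctrl 5. They were -0.419 and -0.430 in Ctrl 2 and Ctrl 3. The same scores were -0.378 in Dox 2 and -0.313 and -0.255 in Dox + sACVR2B 4 and 5. The other libraries of those labels had -0.104 to 0.238, so this split is not particular to the libraries labelled Ctrl. Scores of fasting and PPAR target genes did not part the libraries labelled Ctrl. They were -0.055, 0.021 and -0.011 in Ctrl 1, Ctrl 4 and Ctrl 5, and -0.117 and 0.072 in Ctrl 2 and Ctrl 3.
A further candidate explanation is that the labels of the values differ from those behind Table 1 of the paper. Across the 40 measured genes of that table, the log2 fold changes of the libraries labelled Dox against Ctrl had a Pearson r of -0.27 and a Spearman rho of -0.02 with the paper's, and those labelled Dox + sACVR2B against Dox had -0.60 and -0.62. Table 1 was made from these same arrays, so shared labels would give folds that run the same way. Over the 40 genes they cover, these values argue against labels shared with Table 1. They do not tell which labels are right. Genes are not independent replicates, and no other assignment of the labels was tried.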

How the results depend on the processing

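Settings added after seeing the data were the offsets of 26 and 100, the floor at the noise threshold, the stricter noise filter and cyclic loess. In each case below the cause was not tested. Values for genes are log2 fold changes and those for gene sets are adjusted p values, first for the libraries labelled Dox against Ctrl (first comparison), then for those labelled Dox + sACVR2B against Dox (second comparison). All signs, sizes and calls take the labels, which are in doubt, as given. The number of arrays, the spread between libraries of 1 label and the signal above background limit the precision.
The Table 1 set of the first comparison, at 0.0442 in GSEA, was no longer past the threshold with array weights (0.459), a trended and robust prior (0.555), camera with the preset correlation (0.619), camera with an estimated correlation (0.852), fry (0.540), ranking by limma's moderated t (0.507), the unweighted sum (0.432), the median over probes (0.0920), an offset of 26 (0.111) or 100 (0.0533), the floor (0.200) or the stricter filter (0.0875). By heading it was 0.377 for protein degradation, 0.809 for ATP synthesis and 0.990 for miscellaneous genes, and 0.731 in the opposite direction for glycolysis. In the second comparison its sign was reversed with camera at both correlations (1.000 and 1.000), and for the headings glycolysis (0.569) and miscellaneous (0.403). Proteasome genes of the first comparison passed with the unweighted sum (0.0308) and were reversed with the floor (1.000). Intrinsic apoptosis genes of the second comparison were reversed with array weights (0.601), the trended prior (0.914), camera (1.000 and 1.000), fry (0.998), moderated t (0.953), the unweighted sum (0.455), the median over probes (0.969) and the floor (0.952). Lists past the threshold in the first comparison were 9 in GSEA, 0 with camera at an estimated correlation, 0 with fry and 1 with the floor. In the second they were 3, 0, 0, and 8 with the unweighted sum.
Ddit4 of the second comparison was reversed with array weights (0.0889) and the offset of 100 (0.00378), and Foxo1 with array weights (0.000265) and its other probe (0.0347). Foxo1 of the first comparison was reversed with the floor (0.00192), Becn1 with its other probe (-0.0269) and Cdkn1a with array weights (-0.11).
Leaving out 1 array, without normalizing the others again since the values come normalized, gave 0 to 2 called probes in the first comparison (2 also at the paper's thresholds), 0 to 0 in the second and 0 to 1 for Dox + sACVR2B against Ctrl. The higher counts came without Ctrl replicate 5. Atrogenes called stayed at 0. Log2 fold changes in the first comparison ran from -0.53 to -0.04 for Ddit4, -0.20 to 0.20 for Foxo1, -0.49 to -0.24 for Trim63, -0.31 to -0.03 for Ulk1 and 0.01 to 0.23 for Becn1. In the second they ran from -0.19 to 0.23 for Ddit4, -0.27 to 0.0789 for Foxo1 and 0.09 to 0.34 for Trim63. Cdkn1a ran from -0.40 to 1.07 in the first and from -1.05 to 0.40 in the second, Psmd8 from -0.14 to 0.0251 and Oxct1 from -0.0323 to 0.0637 in the second, Apaf1 from -1.03 to -0.44 and Itm2a from -0.34 to -0.15 in the second, Usp14 from 0.05 to 0.34 and Fadd from 0.16 to 0.29 in the first, and p53 target genes from an adjusted p of 0.00305 to 0.805 in the first. Adjusted p values in the first comparison ran from 0.0217 to 0.330 for the Table 1 set, 0.510 to 1 for proteasome, 0.491 to 0.998 for autophagy, 0.156 to 0.784 for apoptosis and 0.453 to 1 for caspase genes. In the second they ran from 0.321 to 0.772, 0.181 to 0.933, 0.286 to 0.991, 0.409 to 0.971 and 0.0671 to 0.400 in that order. The Table 1 set lost its call without Ctrl replicate 1 (0.0701), 2 (0.0616) or 5 (0.330), or Dox replicate 1 (0.0711), 2 (0.155), 3 (0.109), 4 (0.127) or 5 (0.0825). Lists past the threshold numbered 4 to 9 and 2 to 6, with 4 without Ctrl replicate 1 and 5 without Ctrl replicate 5 in the first, and 5 without Dox replicate 2 and 6 without Dox + sACVR2B replicate 2 in the second.
No source says that the replicate numbers pair the samples. Of 15 same-numbered pairs 4 correlated over 0.1, and 1 of 15 libraries correlated best with its own number. With the number as a block limma called 0 probes in each comparison, and the Table 1 set of the first comparison had 0.0460. The block changed no other call. The planned normexp correction, median shift, cyclic loess on non-normalized signals, detection p filter and BeadChip block were not run, since the non-normalized columns could not be matched to samples.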

Differences from the paper's values

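The pairs below set values by label of the library, whose labels are in doubt, beside the paper's. The count of alternatives is of those set before the data were examined. Folds and adjusted p values are listed where they were over 1.5 times apart, folds outside the paper's leading genes also by more than the replicate SD, and scores where their signs differed or they were over 1.5 times apart. For the libraries labelled Dox against Ctrl, the fold change of Ddit4 (REDD1) was 0.833 and the paper's is 2, with an adjusted p of 0.855 from limma and 0.02 in the paper. Foxo1 had 0.994 and the paper's value is 1.73, with an adjusted p of 0.995 and 0.021 in the paper. They stayed over 1.5 times apart in each of 20 alternatives. Ulk1 had 0.900 and the paper gives 1.41. The fold of Ulk1 stayed below 1 in every alternative, at 0.758 to 0.980. It was less than 1.5 times from the paper's without Ctrl replicate 1, 4 or 5 or Dox replicate 1 or 5. Its adjusted p was 0.864 and the paper's 0.02, and that of Becn1 0.841 and the paper's 0.01, with no alternative of 20 closing either gap. Fbxo32 had a fold of 0.542 where the paper has 1.81, in every alternative. Tgif1 had 0.749 where the paper has 1.22. It stayed below 1 in every alternative, and was less than 1.5 times from the paper's only without Ctrl replicate 5, at 0.842.
For the libraries labelled Dox + sACVR2B against Dox, the fold of Fbxo32 was 1.38 and the paper's 0.46, and that of Col1a1 1.56 and the paper's 0.76, in all 20 alternatives. Trim63 (MuRF1) had 1.17 where the paper has 0.72. It stayed above 1 in every alternative, at 1.06 to 1.26, and was less than 1.5 times from the paper's without Dox replicate 5 or without Dox + sACVR2B replicate 5. The adjusted p of Oxct1 was 1.000 and the paper's 0.043, and that of Psmd8 1.000 and the paper's 0.041, in all 20 alternatives.
For gene sets in the libraries labelled Dox against Ctrl, the lists apart from Table 1 are not the paper's sets. The normalized enrichment score of the atrogenes was -1.63 and the paper's 1.44, of apoptosis -1.04 and the paper's 1.9, of caspases -0.86 and the paper's 1.75, and of autophagy -0.94 and the paper's 1.15. For the libraries labelled Dox + sACVR2B against Dox, autophagy had 0.92 and the paper's score is -1.39. No alternative of 22 brought these to the paper's sign and within 1.5 times. The sign alone turned to the paper's for caspases without Dox replicate 2 (0.732) and for autophagy in the first comparison without Ctrl replicate 1 (0.636) or 5 (0.668). The adjusted p of apoptosis was 0.731 and the paper's FDR 0.01, and of caspases 0.809 and the paper's 0.051, and 0 of 25 alternatives came within 1.5 times of either. Proteasome genes had 0.832 and the paper's FDR is 0.041, and only the unweighted sum (0.0308) came within 1.5 times of it. Autophagy had 0.794 and the paper's FDR is 0.48; the trended and robust prior, camera with the preset correlation, ranking by moderated t, and leaving out Ctrl replicate 2 or 3 came within 1.5 times of it. In the second comparison autophagy had 0.747 and the paper's FDR is 0.477, and array weights, the unweighted sum and the median over probes came within 1.5 times of it.
Over Table 1, of 40 folds compared 21 had the opposite direction to the paper's, 16 the same and 3 a paper fold of 1 in the first comparison, and in the second 30 opposite, 9 the same and 1 a paper fold of 1. Many of the paper's folds lie close to 1, where a direction carries little weight, so the counts of the first comparison show no clear disagreement. The paper places REDD1 among the most upregulated genes, and Ddit4 was at place 10643 of 11458 here. The paper states, after its RT-qPCR of REDD1 (Fig. 6h), that sACVR2B-Fc partially blocked the rise. The array fold of Ddit4, a different measure, was 0.999 here.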

Other observations

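The lists and the tests on them were set before the data were examined, but the tests on other splits of the samples were chosen after the results were seen. Endothelial genes were lower as a set in the libraries labelled Dox than in those labelled Ctrl, in 19 of 22 genes with a median log2 fold change of -0.33 (normalized enrichment score -2.28, adjusted p = 0.00274 from GSEA). With an estimated correlation the adjusted p was 0.400 from camera, and 0.0698 from fry. By limma 0 of the 22 passed over all probes and 11 had an unadjusted p under 0.05, with 9 passing when adjusted over the list alone. Tek had -0.47 (standard error 0.09) and Esam -0.54 (standard error 0.11). The endothelial scores were 0.329, 0.241 and 0.362 in the libraries labelled Ctrl 1, Ctrl 2 and Ctrl 4. Ctrl 3 (0.024) lay just above, and Ctrl 5 (-0.050) within, the range of the libraries labelled Dox, -0.211 to -0.023. Extracellular matrix genes were lower as well, in 35 of 38 genes with a median of -0.36, as Lox at -0.87 (standard error 0.28), Mmp2 at -0.51 (standard error 0.17) and Tnc at -0.90 (standard error 0.31) (normalized enrichment score -2.56, adjusted p = 0.00274 from GSEA, and 0.852 with an estimated correlation). Fibroblast genes had -1.96 (adjusted p = 0.00417 from GSEA, and 0.852 with an estimated correlation), interferon response genes -2.01 (0.00274 and 0.852), with Bst2 at -0.56 (standard error 0.20), and cell cycle genes -1.70 (0.0442 and 0.852), with Tpx2 at -0.50 (standard error 0.21). Heat shock genes were higher at 1.83 (0.0178 and 0.852), with Stip1 at 0.30 (standard error 0.09) and Hspb8 at 0.27 (standard error 0.11), and so were p53 target genes at 1.92 (0.00578 and 0.899), with 34 of 42 above 0. The p53 call ended without Ctrl 2 (0.805), Ctrl 3 (0.494) or Dox 3 (0.169) and turned without Dox 4 (0.655). Without Ctrl 1 (0.0771), Ctrl 5 (0.254) or Dox 2 (0.217) the interferon call ended, without Ctrl 2 (0.161) the fibroblast call, and without Ctrl 1 (0.152), Ctrl 4 (0.0708), Ctrl 5 (0.254), Dox 2 (0.155) or Dox 4 (0.0859) the heat shock call. The cell cycle call ended without Ctrl 1 (0.0771), Ctrl 2 (0.552), Ctrl 4 (0.0532), Ctrl 5 (0.108), Dox 2 (0.446), Dox 3 (0.109) or Dox 5 (0.0842), while those of endothelial and matrix genes held without any 1 library. The matrix scores also follow the libraries low in Cdkn1a, which had the 5 highest of all 15, at 0.603 and 0.309 in those labelled Ctrl 2 and Ctrl 3, 0.174 in Dox 2, and 0.438 and 0.214 in Dox + sACVR2B 4 and 5, with the other 10 at -0.574 to 0.071. Among 15 other settings, the call ended under 11 for cell cycle, 6 for fibroblast, 5 for heat shock, 4 for p53 target, 3 for interferon, 3 for endothelial and 2 for matrix genes. Fatty acid synthesis genes did not pass (-1.22, adjusted p = 0.489 from GSEA), with Elovl5 at -0.45 (standard error 0.10). The directions take the labels as given, and those labels are in doubt.
Between the libraries labelled Dox + sACVR2B and Dox, matrix genes were higher with a score of 2.35 (adjusted p = 0.00489 from GSEA, and 1.000 with an estimated correlation), in 34 of 38 genes, and fibroblast genes with 1.85 (0.0244 and 1.000). The fibroblast call ended without Dox 1 (0.0673), Dox 4 (0.212), Dox 5 (0.220), Dox + sACVR2B 1 (0.244) or Dox + sACVR2B 4 (0.116), and under 8 of 15 other settings. P53 target genes were lower with -2.62 (0.00489 and 1.000), in 35 of 42 genes, with Sulf2 at -0.45 (standard error 0.19) and Pidd1 at -0.33 (standard error 0.14). Both the matrix and the p53 call go with the libraries low in Cdkn1a, 2 labelled Dox + sACVR2B and 1 labelled Dox. The matrix scores were 0.048, -0.070 and -0.382 in the libraries labelled Dox + sACVR2B 1, 2 and 3. The p53 target scores were -0.518 and -0.388 in Dox + sACVR2B 4 and 5 and -0.462 in Dox 2, and -0.045 to 0.638 in the other libraries of both labels. Against the libraries labelled Ctrl, those labelled Dox + sACVR2B had lower scores for p53 targets (-1.72, 0.0279), cell cycle (-2.09, 0.00461), matrix (-1.76, 0.0279), interferon (-2.17, 0.00461) and endothelial genes (-2.16, 0.00605, all adjusted p from GSEA), and by limma 0 probes were called there, with 1910 at an unadjusted p under 0.05. None of these lists passed with camera's estimated correlation or with fry in this comparison.
The 10 arrays of a comparison were split into groups of 5, 100 ways for each with the split by label counted among them. The splits show what labels drawn by chance give on these arrays. Some can gather libraries low in Cdkn1a, so their counts are not of noise alone. Because 0 probes were called by label in each comparison, every split matches or exceeds that count and 100 of 100 do so: the highest other count was 504 for Dox against Ctrl (279 at the paper's thresholds), 114 for Dox + sACVR2B against Dox (77 at the paper's thresholds) and 1235 for Dox + sACVR2B against Ctrl. Chance cannot be excluded for the Table 1 set of the first comparison, with an absolute score of 1.62 by label (the set was lower), 10 of 100 splits as large and the highest at 2.05, nor for that of the second, with an absolute score of 1.26, 20 of 100 and 1.54. The 9 lists past the threshold in the first comparison were reached by 24 of 100 splits, the highest at 14, and the 3 of the second by 92 of 100, the highest at 13. The median split called 0 probes in each comparison, and 7, 5 and 5 of 100 splits called any. Which libraries the few splits with high counts put together was not examined. Within labels, the first component took 33.9% of the variance and the second 13.0%. On the first component the libraries labelled Ctrl 2, Ctrl 3, Dox 2, Dox + sACVR2B 4 and Dox + sACVR2B 5, which were low in Cdkn1a, lay at 29.7, 23.5, 27.5, 22.2 and 12.9, and the other 10 at -26.9 to 3.18. These splits used 1000 permutations.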
